# Induction of altered gene expression profiles in cultured bovine granulosa cells at high cell density

**DOI:** 10.1186/s12958-016-0221-6

**Published:** 2017-01-05

**Authors:** Anja Baufeld, Dirk Koczan, Jens Vanselow

**Keywords:** Bovine, Granulosa cells, Cell density, Gene expression, Signaling pathways, Microarray, Marker genes

## Abstract

**Background:**

In previous studies it has been shown that bovine granulosa cells (GC) cultured at a high plating density dramatically change their physiological and molecular characteristics, thus resembling an early stage of luteinization. During the present study, these specific effects on the GC transcriptome were comprehensively analysed to clarify the underlying mechanisms.

**Methods:**

GC were cultured in serum free medium with FSH and IGF-1 stimulation at different initial plating density. The estradiol and progesterone production was determined by radioimmunoassays and the gene expression profiles were analysed by mRNA microarray analysis after 9 days. The data were statistically analysed and the abundance of selected, differentially expressed transcripts was re-evaluated by qPCR. Bioinformatic pathway analysis of density affected transcripts was done using Ingenuity Pathway Analysis.

**Results:**

The data showed that at high plating density the expression of 1510 annotated genes, represented by 1575 transcript clusters, showed highly altered expression levels. Nearly two-thirds were up- and one third down-regulated. Within the top up-regulated genes *VNN2*, *RGS2* and *PTX3* could be identified, as well as *HBA* or *LOXL2*. Down-regulated genes included important key genes of folliculogenesis like *CYP19A1* and *FSHR*. Ingenuity pathway analysis identified “AMPK signaling” as well as “cAMP-mediated signaling” as major pathways affected by the alteration of the expression profile. Main putative upstream regulators were *TGFB1* and *VEGF*, thus indicating a connection with cell differentiation and angiogenesis. A detailed cluster analysis revealed one single cluster that was highly associated with the upstream regulator beta-estradiol. Within this cluster key genes of steroid biosynthesis were not included, but instead, other genes importantly involved in follicular development, like *OXT* and *VEGFA* as well as the three most down-regulated genes *TXNIP*, *PAG11* and *ARRDC4* were identified.

**Conclusions:**

From these data we hypothesize that high density conditions induce a stage of differentiation in cultured GC that is similar to early post-LH conditions in vivo. Furthermore we hypothesize that specific cell-cell-interactions led to this differentiation including transformations necessary to promote angiogenesis.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12958-016-0221-6) contains supplementary material, which is available to authorized users.

## Background

During folliculogenesis the pre-ovulatory LH surge triggers ovulation and induces the transformation of the estradiol-producing follicle into the progesterone-producing corpus luteum. This massive reorganization of morphological and physiological aspects of the two somatic cell layers, granulosa and theca, is accompanied by well-defined alterations of the gene expression profiles [1, 2]. Cell culture models are an important tool to elucidate the underlying molecular mechanisms and pathways. In a previous study we could show that cultured bovine granulosa cells (GC) characteristically change the expression of specific marker transcripts under high density culture conditions, thus possibly mimicking an early stage of luteinization [3]. As observed in vivo, but triggered by the pre-ovulatory LH-surge, genes involved in steroid biosynthesis such as *CYP11A1*, *CYP19A1* and *HSD3B1* were down-regulated as well as transcripts encoding the gonadotropin receptors *FSHR* and *LHCGR*. In addition the expression of genes encoding the cell cycle regulator cyclin D2, *CCND2*, or the proliferation cell nuclear antigen, *PCNA*, was also down-regulated. Conversely, *VNN2*, *RGS2* and *PTGS2*, encoding vanin-2 (vascular non-inflammatory molecule 2), the regulator of G protein signaling and the key enzyme for prostaglandin synthesis cyclooxygenase-2 showed an up-regulation as observed in vivo after LH stimulation [4–8]. Besides these drastic changes in the gene expression profiles, the follicle cell layers convert into the physiologically and morphologically different corpus luteum (CL) after ovulation. The main function of the CL is the progesterone production to establish and maintain an oncoming pregnancy [9, 10]. First steps of this differentiation process occur shortly after the LH surge modulating the gene expression of key enzymes of steroidogenesis [11]. Apart from LH, growth factors as well as cytokines are known to be associated with the regulation of ovulation and luteal function [12, 13]. For a proper function of the CL a highly developed vascular system is essential, highlighting the importance of angiogenesis, which is involved in follicular and CL development [12, 14–16]. From this point of view a profound change of angiogenic factors should also be visible in the altered gene expression profile of cultured GC, suggestively mimicking the process of early luteinization. To address this question we performed a genome-wide transcriptome analysis using the previously described long-term GC culture model of increasing plating density [3, 17]. The production of the steroid hormones estradiol (E2) and progesterone (P) was analysed in addition to the characterization of the gene expression profiles of the cells under normal and high density conditions. We expect that a detailed knowledge of molecular changes induced under high density conditions in bovine GC would be a prerequisite to further analyse the relevance of this in vitro observation for the in vivo situation. In order to validate the used in vitro model, the data were compared with a previous in vivo transcriptome analysis studying effects of the pre-ovulatory LH surge on the transcriptome of theca and granulosa cells [6].

## Methods

### Tissue collection and cell culture

Ovaries were collected from a local abattoir and transported in cold 1x PBS containing penicillin (100 IU), streptomycin (0.1 mg/ml) and amphotericin (0.5 μg/μl). Follicular fluid with loosely attached or free floating granulosa cells were collected by aspiration with a syringe and 18 G needle from small to medium sized follicles (<6 mm) and collected in 1x PBS (with antibiotics). By this isolation procedure it is possible to obtain nearly pure granulosa cells without contaminating theca cells [4]. Living cells were counted in a hemocytometer using the trypan blue exclusion method and cryo-preserved in fetal calf serum containing 10% DMSO (Roth, Karlsruhe, Germany). Granulosa cell preparations were cell pools collected from 15 to 30 follicles per ovary of 30 to 50 ovaries, meaning that pools from at least 15 different cows with a non-defined cyclicity status were included in the replicates. Culture plates were coated shortly before the onset of culture with collagen R (0.02%; Serva, Heidelberg, Germany) to improve the attachment of cells to the surface [3]. Cells were cultured serum-free in α-MEM containing L-Glutamin (2 mM), sodium bicarbonate (0.084%), BSA (0.1%), HEPES (20 mM), sodium selenite (4 ng/ml), transferrin (5 μg/ml), insulin (10 ng/ml), non-essential amino acids (1 mM), penicillin (100 IU/ml) and streptomycin (0.1 mg/ml). For optimal culture conditions and the re-initiation of *CYP19A1* gene expression FSH at 20 ng/ml (Sigma Aldrich, Steinheim, Germany), R^3^ IGF-1 at 50 ng/ml (Sigma Aldrich), and androstenedione at 2 μM (Sigma Aldrich) were supplemented to the media. The cells were either plated at normal density of 1.0x10^5^ cells/well or at high density of 10.0x10^5^ cells/well in 24 well plates. All reagents were purchased from Biochrom AG (Berlin, Germany) if not stated otherwise. GC were maintained for 9 days at 37 °C and 5% CO_2_. Culture media were replaced every 2 days. In previous studies and according to our preliminary results it has been shown that after a rapid decline following dissociation and culturing (data not shown) E2 production and the expression of *CYP19A1*, the key gene of E2 biosynthesis, are re-initiated under long term culture conditions in GC thus partly mimicking a pre-LH stage of follicular differentiation [3, 18, 19].

### Determination of E2 and P4 concentrations

Progesterone concentrations were determined using an optimized direct competitive ^3^H-radioimmunoassay (RIA) [3, 4, 20]. The tracer, [1,2,6,7-3H(N)] progesterone, was purchased from PerkinElmer (Boston, USA) and the rabbit-raised antibody was purified by chromatography. The measurement was performed in a liquid scintillation counter (LSC) with an integrated a RIA-calculation programme (TriCarb 2900 TR, PerkinElmer). The intra- and interassay coefficients of variation (CVs) were 7.6% and 9.8%, respectively. The detection limit was 7 pg/ml. Media were diluted 1:40 in RIA-buffer and measured in duplicates. The concentration of estradiol was determined using a modified competitive ^3^H-RIA with the tracer [2,4,6,7-3H] estradiol-17β (GE Healthcare, Freiburg, Germany). The intra- and interassay CVs were 6.9% and 9.9%, respectively. The detection limit of the E2-RIA was 3 pg/ml. The analysis was done with undiluted media in duplicates. All measurements (ng/ml) were expressed relative to the extracted amount of RNA (ng) per cell preparation to normalize for cell numbers assuming a constant RNA amount per cell.

### RNA preparation and cDNA synthesis

Isolation of total RNA was done with the NucleoSpin^®^ RNA Kit (Macherey-Nagel, Düren, Germany) following the manufacturer’s protocol. RNA concentration was measured with a NanoDrop 1000 Spectrophotometer (Thermo Scientific, Bonn, Germany). cDNA synthesis was performed with MMLV reverse transcriptase (GeneOn, Ludwigshafen, Germany) using oligo-(dT) primers (2 ng/μl) and random hexamer primers (4 ng/μl, both Roche, Mannheim, Germany). The cDNA was cleaned using the High Pure Purification Kit (Roche) and diluted in 50 μl of the provided elution buffer.

### Quantitative Real-Time PCR

Gene expression analysis was done by quantitative real-time PCR with SensiFast™ SYBR No-ROX (Bioline, Luckenwalde, Germany) and gene-specific primers (listed in Additional file 1: Table S1). For the following reaction 0.25 and 0.5 μl cDNA were amplified in a total volume of 12 μl and the values of both were averaged considering different dilutions. The reaction was quantified in a LightCycler^®^ 480 instrument (Roche) with ensuing cycle conditions: pre-incubation at 95 °C for 5 min, 40 amplification cycles of denaturation at 95 °C for 20 s, annealing at 60 °C for 15 s, extension at 72 °C for 15 s, and a single-point fluorescence acquisition for 10 s. Melting point analysis was done immediately afterwards to ensure the amplification of the correct products. The length of each PCR product was checked by agarose gel electrophoresis (3%, ethidium bromide stained). Cloned PCR products, which were sequenced before for authentication, were co-amplified as external standards. Of these, dilutions were freshly prepared to obtain five different concentrations of standards (5 x 10^−12^-5 x 10^−16^ g DNA/reaction). qPCR values were normalized to the reference gene *RPLP0*, which showed very similar expression values under low and high density culture conditions in contrast to *RPS18* and *B2M* (Additional file 1: Table S2).

### Microarray profiling and statistics

Microarray analysis was performed with RNA from cultured bovine GC plated at two different cell densities. RNA was processed from *n* = 6 (3 samples per group) GC preparations as described above and quality was checked in a Bioanalyzer Instrument (Agilent Technologies, St. Clara, CA, USA). Amplification, labelling and hybridization to the Bovine Gene 1.0 ST Array was accomplished according to the supplier’s instructions using the “GeneChip® Expression 3’Amplification One-Cycle Target Labeling and Control Reagents” (Affymetrix, St. Clara, CA, USA). Samples were hybridized overnight in the GeneChipR Hybridization Oven (Affymetrix) and visualized using the Affymetrix GeneChip Scanner 3000. The original data were further processed using the Expression Console (V1.3.1.187; Affymetrix). Normalization, background reduction and gene-level summary was performed using the Robust Multichip Average (RMA) procedure with default settings. Principal component analysis was done with the Software Expression Console using default settings. Array results have been uploaded to the GEO database (GSE79311). Further comparative analysis of the data was realized with the Transcriptome Analysis Console 3.0 (TAC3.0, Affymetrix) using the Analysis of Variance (ANOVA) integrated in the software. The false discovery rate (FDR) procedure was also implemented in TAC3.0 using the Benjamini-Hochberg model [21]. Levels of significance were set with (fold change) │FC│ of >1.5, *p* < 0.05 and FDR < 0.05. For hierarchical clustering default settings of TAC3.0 are used, where the distance is the Euclidean distance and is computed by the complete linkage method. All additional statistics were performed using SigmaPlot 12.0 Statistical Analysis System (Jandel Scientific, San Rafael, CA, USA). The Pearson Product Moment procedure was used for correlation analysis.

### Ingenuity Pathway Analysis (IPA)

Bioinformatic pathway analysis was done with the Ingenuity Pathway Analysis tool (IPA, Qiagen, Hilden). For this, the generated list of differentially expressed transcripts according to the defined threshold values of FC, p-value and FDR (see above) was applied to the analysis tool. From these 1575 differentially expressed transcript clusters of the Bovine Gene 1.0 ST Array 1346 could be mapped by IPA to specific pathways, functions and upstream regulators.

## Results

### Expression profiling of GC cultured at different cell densities

As a first approach the mRNA microarray data were subjected to principal component analysis (PCA) to reduce the multidimensionality of datasets and to identify principal components with the highest variation. 

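RNA from 6 GC cultures was hybridized to the Bovine Gene 1.0 ST Array, 3 plated at normal density and 3 at high density, with 1 array per culture. All cultures were kept for 9 days with FSH at 20 ng/ml, IGF-1 at 50 ng/ml and androstenedione at 2 μM. The deposited table holds a log2 signal per transcript cluster, the array's unit for a gene, and per culture. The authors made these signals in Expression Console with the RMA procedure, which includes background reduction, normalization between arrays and a gene-level summary. The table lists 26773 transcript clusters, and the medians of the arrays lay between 4.34 and 4.43. Reporter control rows, 82 in number, are part of the table, and their 95th percentile of 4.62 was used here as the background level. In 51.2% of the transcript clusters the higher of the group means was at or below this level, which limits how far a fall or a fold change can be measured. Differences are log2 fold changes, high minus normal density, tested with limma's moderated test and Benjamini-Hochberg adjustment over all transcript clusters of the table. A transcript cluster is termed called when it passes the FC, p-value and FDR thresholds of the methods. Errors of group means are SD over the cultures of a density (n = 3), and those of log2 fold changes are standard errors. The number of arrays limits the precision, and an exact permutation test of 3 cultures against 3 cannot give a p below 0.1.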

By this, individual samples can be plotted to estimate similarities and differences and to display the variance between datasets [22]. 

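For the principal component analysis, the log2 signals of each transcript cluster were centred on their mean over the arrays and not scaled, and all transcript clusters were used. The first 3 components held 88.2% of the variance, of which the third component held 7.23%. When each transcript cluster was scaled to unit variance, the share of the first 3 components was 78.6%.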

In the present analysis, each axis is assigned as a percentage reflecting the fraction of total variation (88.2%). This analysis revealed greatest variability on the x-axis with a variation of 67.4% (PCA1, Fig. 1). 

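On the first component the centred signals gave 67.4% of the variance. The setting moved this share. It was 82.1% when only transcript clusters whose higher group mean reached the median signal of the table were used, and 44.1% with scaling to unit variance.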

Here a clear separation of the GC cultured at normal (red) or high density (blue) is reflected. 

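The scores on the first component averaged −30.6 ± 1.83 (SD, n = 3) at normal density and 30.6 ± 7.40 (SD, n = 3) at high density. No culture of one density scored within the range of the other (two-sided exact permutation test, p = 0.1, the smallest p that 3 cultures against 3 allow). Euclidean distances between a normal density and a high density culture, over all transcript clusters, were between 63.1 and 74.3.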

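Distances between pairs of normal density cultures were between 31.2 and 32.4, with a median of 31.9, and those between pairs of high density cultures were between 35.3 and 47.5, with a median of 45.0. The ratio of the medians was 1.41 (two-sided exact permutation of the density labels after removal of the group means, p = 0.1, the smallest p possible). High density replicate 2 carried most of this difference, and without it the ratio was 1.11. Across single transcript clusters, the median SD was 0.08 at normal density and 0.13 at high density, a ratio of 1.54, and 68.4% of the transcript clusters had the larger SD at high density.

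**Figure D1:**
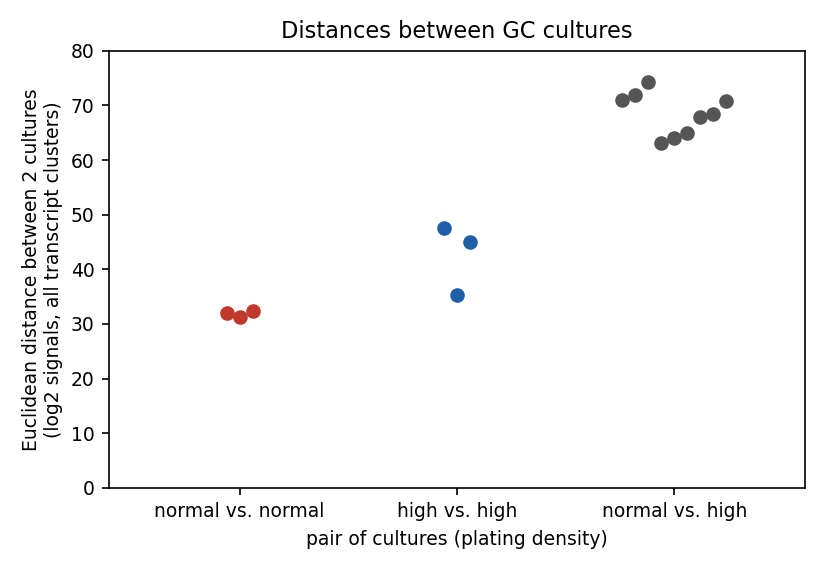
Euclidean distance between the log2 signals of pairs of GC cultures over all transcript clusters, 1 point per pair, for pairs within normal density, within high density and between densities. Pairs within normal density lie between 31.2 and 32.4, pairs within high density between 35.3 and 47.5, and every pair between densities lies above these.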

The gene expression levels were tightly clustered in GC cultured at normal density (red), but to a much lesser degree at high cell density (blue). This could be observed in the second most significant variation of the y-axis. But the observed variance of 13.5% (PCA2, Fig. 1) was much lower than that of PCA1.

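The second component held 13.5% of the variance in the centred signals. Its scores at high density were 13.6 for replicate 1, −29.1 for replicate 2 and 9.73 for replicate 3, while the normal density cultures scored between −0.07 and 3.17. The SD of these scores was 23.6 at high density and 1.74 at normal density (n = 3 each).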

**Fig. 1:**
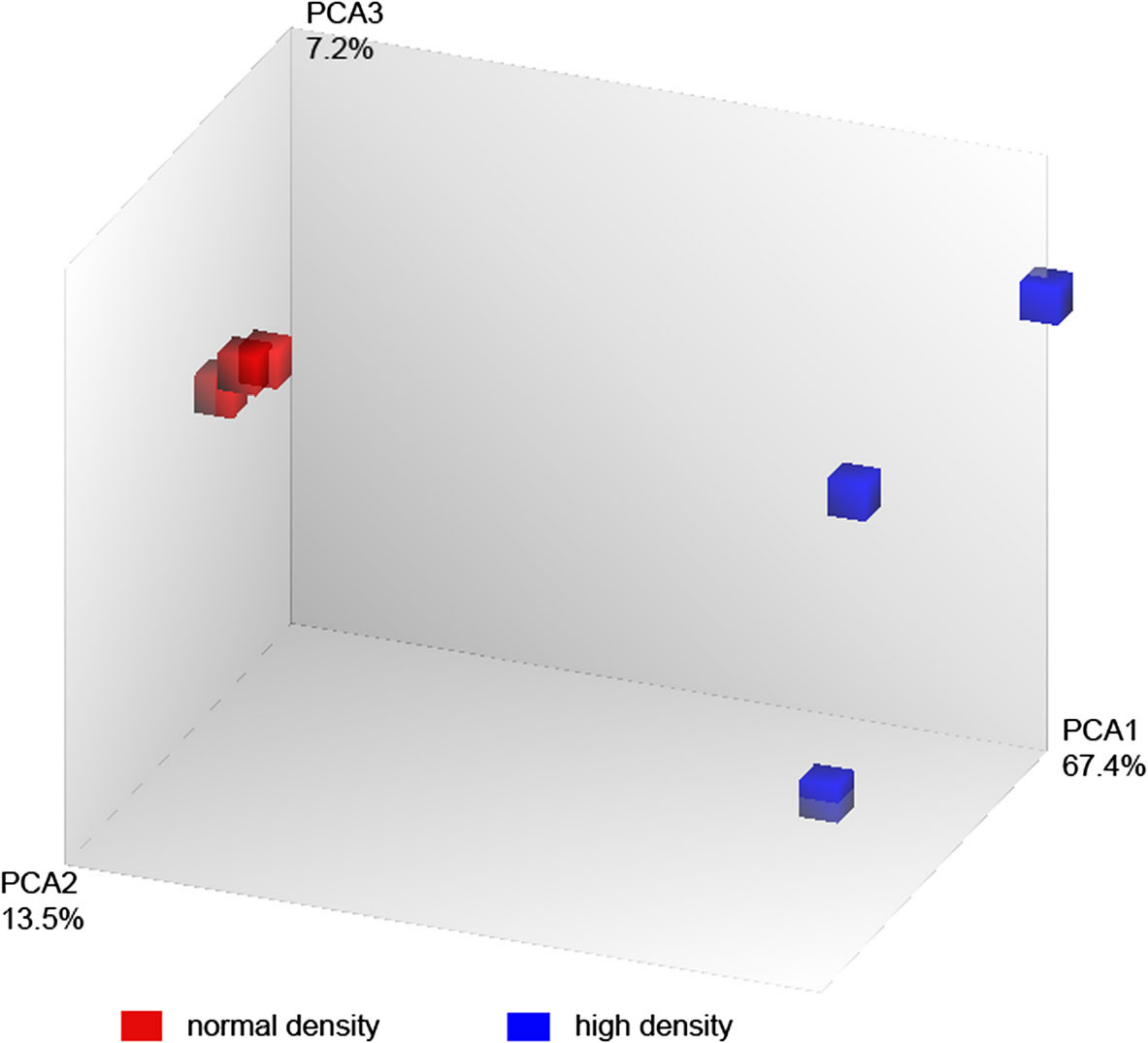
Principal component analysis (PCA) capturing differences in the transcriptome of cultured GC at different densities. Each symbol represents one sample, thus revealing the most significant variance between the different cell culture conditions which are indicated in red for the normal density or blue for the high density

The Bovine Gene 1.0 ST Array Chip includes nearly 200,000 probe sets, representing 26,288 transcript clusters. Of these, 1575 clusters (=1510 annotated genes) were found significantly different (│FC│ > 1.5; *p* < 0.05; FDR < 0.05) in the high density versus the normal density cultures (Additional file 1: Table S3). 

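In the deposited table the transcript clusters carry 20251 distinct gene symbols. A symbol is missing for 6199 transcript clusters, and 5300 of these have no mRNA accession either. The 6 signals of 297 transcript clusters were equal to those of another transcript cluster, so these do not count as separate measurements.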

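At the thresholds of the methods, 2005 transcript clusters were called by limma, 7.49% of all, and 1766 of them carry a symbol, with 1751 distinct symbols. Without the adjustment for multiple testing 2120 transcript clusters passed the p-value and FC thresholds, and 5106 passed the FDR threshold at any FC. In all called transcript clusters the signals of the 3 high density cultures lay on one side of those of the 3 normal density cultures, which was true of 37.3% of all transcript clusters and would be of 10% by chance. The analysis of variance named in the methods, which for 2 groups equals a t-test per transcript cluster and is called the methods' t-test here, gave 1611. The count moved most, to 529, when limma tested whether the change exceeds the FC threshold itself (treat). With each culture left out in turn it was between 1848 and 2434, the latter without high density replicate 2. In 330 of the called transcript clusters the means of both densities were at or below the background level. The copy of Table S3 read here holds 1574 of the 1575 rows that the paper counts, and all 1574 changed in the same direction in the deposited signals. From the separation of the cultures by principal component analysis and hierarchical clustering, the paper concludes in its discussion that the higher plating density led to specific changes of gene expression across the genome.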

669 clusters were down-regulated, whereas 906 showed up-regulation. 

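Of the called transcript clusters 1064 were up-regulated and 941 down-regulated, with median log2 changes of 0.86 and 0.77 in size. Which direction was in the majority depended on the setting. With each array shifted to the same median, 955 were up-regulated and 1119 down-regulated, with limma's array weights 1128 and 1183, and without high density replicate 2 1160 and 1274.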

Within the 669 down-regulated clusters only 42 displayed FC ≤ −3. Among these *CYP19A1*, *FSHR* and *INHA* could be detected as highly affected genes (Table 1). Additionally, an exceptional down-regulation of genes involved in glucose metabolism and oxidative stress like *TXNIP* (thioredoxin interacting protein; FC −79.5), *ARRDC4* (arrestin domain-containing 4; FC −8.1) or xanthine dehydrogenase (*XDH*; FC −5.2) could be observed. Also the pregnancy-associated glycoprotein 11 (*PAG11*; FC −15.5) was highly down-regulated. 

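An FC of −3 or less was found for 42 called transcript clusters. Over all alternative settings the number was between 28, with the Welch version of the methods' test, and 59, without high density replicate 2.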

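The log2 signal of CYP19A1 (transcript cluster 12688063) was 6.51 ± 0.21 (SD, n = 3) at normal density and 3.71 ± 0.23 at high density, a log2 fold change of −2.80 (standard error 0.15, adjusted p = 4.07e-05 from limma). At high density this signal was below the background level, so the size of the fall is limited by it. FSHR (12703820) fell from 6.93 ± 0.21 to 4.73 ± 0.22 (SD, n = 3), a log2 fold change of −2.21 (standard error 0.14, limma's adjusted p = 1.01e-04). For INHA (12774405) the signals were 8.29 ± 0.20 and 6.13 ± 0.22 (SD, n = 3), with a log2 fold change of −2.16 (standard error 0.14, limma's adjusted p = 1.05e-04). All of these falls were called with any single culture left out.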

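TXNIP (transcript cluster 12837074) had a signal of 10.01 ± 0.06 at normal density and 3.93 ± 0.41 at high density (SD, n = 3). Its log2 fold change of −6.08 (standard error 0.19, limma's adjusted p = 9.85e-06) was the largest fall in the table, and between −6.31 and −5.94 with each culture left out. ARRDC4 (12793470) changed from 8.86 ± 0.12 to 5.83 ± 0.11, a log2 fold change of −3.03 (standard error 0.09, limma's adjusted p = 9.85e-06). XDH (12703781) had signals of 6.29 ± 0.09 and 3.91 ± 0.17 and a log2 fold change of −2.38 (standard error 0.10, limma's adjusted p = 2.06e-05). The high density signals of TXNIP, XDH and PIK3R3 lay below the background level, while that of ARRDC4 lay above it. PIK3R3 (12836111), among the 5 largest falls as well, had a log2 fold change of −2.71 (standard error 0.14, limma's adjusted p = 4.14e-05).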

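For PAG11 (transcript cluster 12832821) the signals were 9.63 ± 0.24 at normal density and 5.63 ± 0.17 at high density (SD, n = 3), both above the background level. The log2 fold change was −3.99 (standard error 0.14, limma's adjusted p = 1.09e-05).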

*PAG11* was previously shown to be expressed in bovine cumulus cells [23]. Furthermore, genes involved in cell-cell signaling or cell-matrix interactions are found to be down-regulated, e.g. *NRG1* (FC −4.9) and *SRGN* (FC −4.1), coding for neuregulin 1 and the proteoglycan serglycin, respectively. 

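NRG1 (transcript cluster 12823470) fell from 5.01 ± 0.18 to 2.86 ± 0.15 (SD, n = 3), a log2 fold change of −2.15 (standard error 0.12, limma's adjusted p = 4.80e-05), with a high density signal below the background level. SRGN (12826119) remained among the stronger signals with 10.98 ± 0.07 at normal density and 8.95 ± 0.21 at high density, and its log2 fold change was −2.04 (standard error 0.11, limma's adjusted p = 5.04e-05).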

A relatively large number of genes or probe sets (146) revealed remarkable up-regulation (FC ≥ 3), including the previously described inflammatory genes *VNN2* and *PTX3*, or the regulator of G-protein signaling, *RGS2* (Additional file 1: Table S3). In addition, genes involved in extra-cellular-membrane (ECM) crosslinking and structure were up-regulated, e.g. keratins (*KRT18* and *KRT8*) as well as lysyl oxidases (*LOX*; *LOXL2; LOXL4*). 

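Among the called transcript clusters, 149 rose to an FC of 3 or more, and this number was between 125 and 158 in the alternative settings. VNN2 (transcript cluster 12900969) rose from 4.06 ± 0.25 to 6.60 ± 0.07 (SD, n = 3), a log2 fold change of 2.54 (standard error 0.13, limma's adjusted p = 3.52e-05). PTX3 (12686574) had a log2 fold change of 1.61 (standard error 0.17, limma's adjusted p = 7.26e-04) with signals of 5.52 ± 0.29 and 7.14 ± 0.23. RGS2 is measured by a pair of transcript clusters. The one given in Table S3, 12855928, had a log2 fold change of 1.83 (standard error 0.15, limma's adjusted p = 2.80e-04), and the other, 12739391, of 1.34 (standard error 0.14, limma's adjusted p = 7.96e-04). The normal density signals of VNN2 and RGS2 were below the background level.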

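KRT18 (transcript cluster 12864766) rose from 4.75 ± 0.40 to 9.04 ± 0.11 (SD, n = 3), a log2 fold change of 4.29 (standard error 0.19, limma's adjusted p = 2.08e-05), and KRT8 (12856851) from 5.14 ± 0.33 to 8.71 ± 0.10, a log2 fold change of 3.57 (standard error 0.16). The largest rise among the lysyl oxidases was that of LOXL2 (12894529), from 5.07 ± 0.19 to 9.37 ± 0.13, with a log2 fold change of 4.30 (standard error 0.12, limma's adjusted p = 8.94e-06). LOX (12876752) changed by 2.68 on the log2 scale (standard error 0.11) and LOXL4 (12821440) by 2.15 (standard error 0.08, limma's adjusted p = 1.30e-05). For both, the normal density signals, 3.31 ± 0.12 and 3.71 ± 0.06, were below the background level, which limits the size of these rises.

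**Figure D2:**
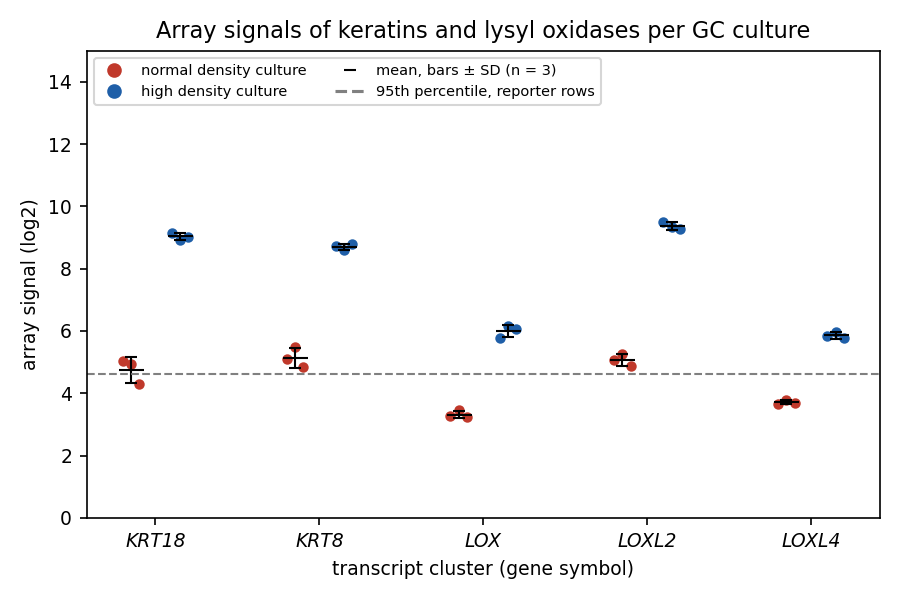
Log2 array signals of 5 transcript clusters in each GC culture, with 1 point per culture, red for normal and blue for high density, the mean as a line and bars of ± SD (n = 3). The dashed line is the 95th percentile of the reporter control rows, 4.62, and every high density point lies above it and above the normal density points of the same gene.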

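HBA (transcript cluster 12812382) had a signal of 3.48 ± 0.08 at normal density, below the background level, and of 9.37 ± 0.35 at high density (SD, n = 3). Its log2 fold change of 5.90 (standard error 0.17, limma's adjusted p = 8.94e-06) was the largest rise in the table. AHSG, next with 5.46, also started below the background level, at 4.14, and reached 9.60 at high density. The order of HBA and AHSG therefore rests on signals below that level. The beta globin gene HBB (12726611) was measured at 3.11 ± 0.13 and 3.39 ± 0.14 and was not called, with a log2 fold change of 0.28 (standard error 0.10, limma's adjusted p = 0.104). EGLN3 (12793341) rose from 4.42 ± 0.02 to 7.99 ± 0.20, a log2 fold change of 3.57 (standard error 0.10, limma's adjusted p = 9.85e-06). Its normal density signal was below the background level, which limits the size of this rise.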

Lysyl oxidases are also known to be connected to hypoxia as well as the genes *HBA* (FC 53.5), coding for hemoglobin alpha 2 and *EGLN3* (FC 12.8), coding for a hypoxia-inducible factor 3 of the egl-9 family (Table 2).

**Table 1:** Twenty top down-regulated genes in high density vs. normal density GC culture

Transcript cluster ID	Gene symbol	Gene title	FC
12837074	*TXNIP*	thioredoxin interacting protein	−79.50
12832821	*PAG11*	pregnancy-associated glycoprotein 11	−15.47
12793470	*ARRDC4*	arrestin domain containing 4	−8.13
12688063	*CYP19A1*	cytochrome P450, family 19, subfamily A, polypeptide 1	−7.02
12836111	*PIK3R3*	phosphoinositide-3-kinase, regulatory subunit 3 (gamma)	−6.55
12850069	*LOC512293*	G2/mitotic-specific cyclin-B1-like	−5.49
12703781	*XDH*	xanthine dehydrogenase	−5.36
12769776	*SLC43A2*	solute carrier family 43, member 2	−4.91
12823470	*NRG1*	neuregulin 1	−4.87
12739111	*SUSD4*	sushi domain containing 4	−4.83
12893122	*ASPN*	asporin	−4.77
12703820	*FSHR*	follicle stimulating hormone receptor	−4.64
12780359	*DHRS9*	dehydrogenase/reductase (SDR family) member 9	−4.59
12774405	*INHA*	inhibin, alpha	−4.53
12726330	*ANO3*	anoctamin 3	−4.20
12826119	*SRGN*	serglycin	−4.09
12892568	*OMD*	osteomodulin	−4.06
12678550	*SST*	somatostatin	−3.90
12871419	*RASL11B*	RAS-like, family 11, member B	−3.78
12685216	*KCNAB1*	potassium voltage-gated channel, shaker-related subfamily, beta member 1	−3.77

*FC*, fold change; *P* < 0.05; FDR < 0.05

**Table 2:** Twenty top up-regulated genes in GC under high density vs. normal density culture conditions

Transcript cluster ID	Gene symbol	Gene title	FC
12812382	*HBA*	hemoglobin, alpha 2	53.48
12683283	*AHSG*	alpha-2-HS-glycoprotein	36.57
12894529	*LOXL2*	lysyl oxidase-like 2	19.01
12718011	*TGM2*	transglutaminase 2 (C polypeptide, protein-glutamine-gamma-glutamyltransferase)	17.07
12864766	*KRT18*	keratin 18	16.63
12803191	*NRN1*	neuritin 1	13.97
12854172	*UPP1*	uridine phosphorylase 1	13.77
12793341	*EGLN3*	egl nine homolog 3 (C. elegans)	12.82
12893064	*IL33*	interleukin 33	12.59
12856851	*KRT8*	keratin 8	12.02
12889017	*LPL*	lipoprotein lipase	9.74
12830373	*CDKN1C*	cyclin-dependent kinase inhibitor 1C (p57, Kip2)	9.63
12688416	*CHAC1*	ChaC, cation transport regulator homolog 1 (E. coli)	9.56
12698536	*IL1RN*	interleukin 1 receptor antagonist	8.75
12817678	*SYT17*	synaptotagmin XVII	8.37
12860539	*SLC38A4*	solute carrier family 38, member 4	7.67
12748152	*CLDN5*	claudin 5	7.05
12703992	*PTGES*	prostaglandin E synthase	7.05
12876752	*LOX*	lysyl oxidase	7.04
12721639	*NCALD*	neurocalcin delta	6.84

*FC* fold change; *P* < 0.05; FDR < 0.05

Although hypoxic conditions are likely to occur apoptotic processes seem rather inhibited than promoted by high plating density. This is suggested by the significant up-regulation of the anti-apoptotic genes *BCL2* (FC 2.0) and *BCL3* (FC 1.7) in accordance with the down-regulation of pro-apoptotic transcripts *CASP4* (FC −2.6) and *CASP8* (FC −1.7; Additional file 1: Table S3). This might be explained by positive effects of more intense cell-cell contacts on cell survival in this primary cell culture model. 

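BCL2 (transcript cluster 12809133) had signals of 6.26 ± 0.09 at normal and 7.31 ± 0.16 at high density (SD, n = 3), a log2 fold change of 1.05 (standard error 0.10, limma's adjusted p = 4.90e-04). The log2 fold change of BCL3 (12752709) was 0.70 (standard error 0.11, limma's adjusted p = 0.00413). Signals of CASP4 (12726897) were 6.77 ± 0.17 and 5.54 ± 0.31, with a log2 fold change of −1.23 (standard error 0.16, limma's adjusted p = 0.00201). CASP8 (12775648) changed by −0.86 on the log2 scale (standard error 0.10, limma's adjusted p = 0.00107). Each of these genes was called with any single culture left out, and the groups did not overlap.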

The analysis of hormone concentrations showed that E2 was significantly lower and P4 tended to higher concentrations under high plating density conditions (Fig. 2).

**Fig. 2:**
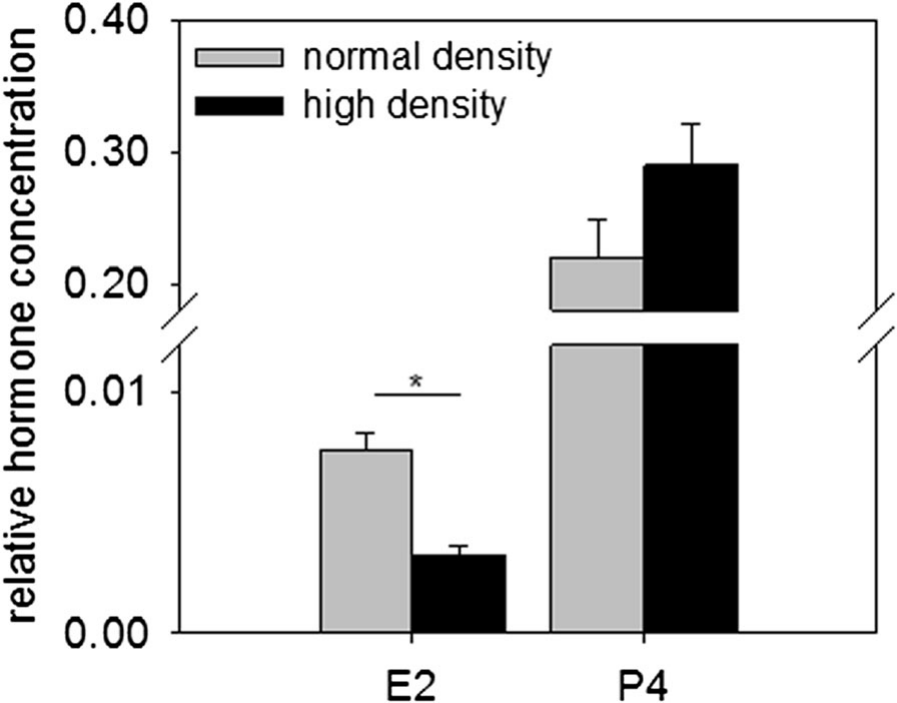
Hormone concentrations in GC cultured at different plating densities. Estradiol (E2) concentrations significantly decreased when GC were cultured at high cell density (*black bars*) compared to cells at normal density (*grey bars*). On the other hand the progesterone (P4) concentration tended to increase at high cell density. Hormone concentrations (ng/ml) are normalized to total RNA amounts (ng) of cell preparations to correct for cell numbers; mean values and SEMs are shown (*n* = 3, *P* < 0.05, t-test)

### Re-evaluation of microarray data by qPCR and identification of genes regulated in vivo by LH and in vitro by plating density

Transcript levels of selected key genes of folliculogenesis were re-analysed by qPCR. Considering the transcript abundance levels as determined by qPCR and microarrays the Pearson product moment correlation analysis showed significant (*p* < 0.05) correlations for all analysed genes with coefficients between 0.78 and 0.99 (Table 3). 

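On the arrays, several genes of Table 3 were not called. CYP11A1 (transcript cluster 12789146) had a log2 fold change of 0.26 (standard error 0.06, limma's adjusted p = 0.0294) and HSD3B1 (12842687) of −0.28 (standard error 0.07, limma's adjusted p = 0.0234), both below the FC threshold, as was CCND2 (12868434) with −0.41 (standard error 0.07, limma's adjusted p = 0.00852). The changes of PTGS2 (12738576), 0.33 (standard error 0.11, limma's adjusted p = 0.0939), and PCNA (12719457), −0.23 (standard error 0.10, limma's adjusted p = 0.153), passed neither the FDR nor the FC threshold, and their groups overlapped. LHCGR (12703930) was called with a log2 fold change of −1.20 (standard error 0.10, limma's adjusted p = 3.23e-04), but its signals of 4.04 ± 0.18 and 2.84 ± 0.08 (SD, n = 3) were both below the background level. The qPCR measurements were not analysed here, so the coefficients of Table 3 were not recomputed.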

Highest correlation coefficients could be observed for the down-regulated genes *CYP19A1* and *FSHR* as well as for the up-regulated *RGS2* and *VNN2.* Comparing data from a former in vivo Microarray analysis with the present in vitro experiments 272 genes were found significantly regulated in both studies (Fig. 3 and Additional file 1: Table S4). Of these, 143 were down-regulated and 129 up-regulated in vitro under high density conditions. 

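All 272 genes of Table S4 were found among the deposited signals, and 268 of them were called. The other 4 changed by less than the FC threshold. These were CDKN2C with a log2 fold change of −0.57, NKIRAS2 with −0.55, PTGFRN with 0.58 and RNF11 with −0.51.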

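In the deposited signals 143 of these genes fell and 129 rose at high density. The directions in vivo, which are the paper's, were down for 155 genes and up for 117. Of the genes that fell in vitro, 62 belong to a list of cell cycle genes.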

Not all of the listed genes were regulated in the same manner. Instead, 22.7% of the genes were contrarily regulated (Table 4). Nevertheless, besides established genes that are strongly regulated during luteinization (e.g. *CYP19A1*, *FSHR*, *RGS2*) also other genes not yet known to be involved in granulosa cell differentiation were highly regulated in vivo as well as in our in vitro model and thus can likewise be considered as marker genes of early luteinization, e.g. *ITPKA* (inositol-triphosphate 3-kinase A), *SRGN* (serglycin) and *AHSG* (alpha-2-HS-glycoprotein). 

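The direction in vitro was opposite to the paper's direction in vivo for 60 genes, 22.1% of the list. Of these, 36 rose in vitro and fell in vivo and 24 fell in vitro and rose in vivo, while 93 rose in both and 119 fell in both. The directions were related (two-sided Fisher's exact test over genes, p = 8.25e-21, odds ratio 12.7), although genes are not independent replicates. The only alternative that moved the count took genes with an in vivo FC of at least 3, of which 46 of 217, 21.2%, had opposite directions. The largest in vitro rise among the genes with opposite directions was that of CHAC1, with a log2 fold change of 3.10 (standard error 0.13, limma's adjusted p = 2.05e-05). Its normal density signal of 4.39 was below the background level.

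**Figure D3:**
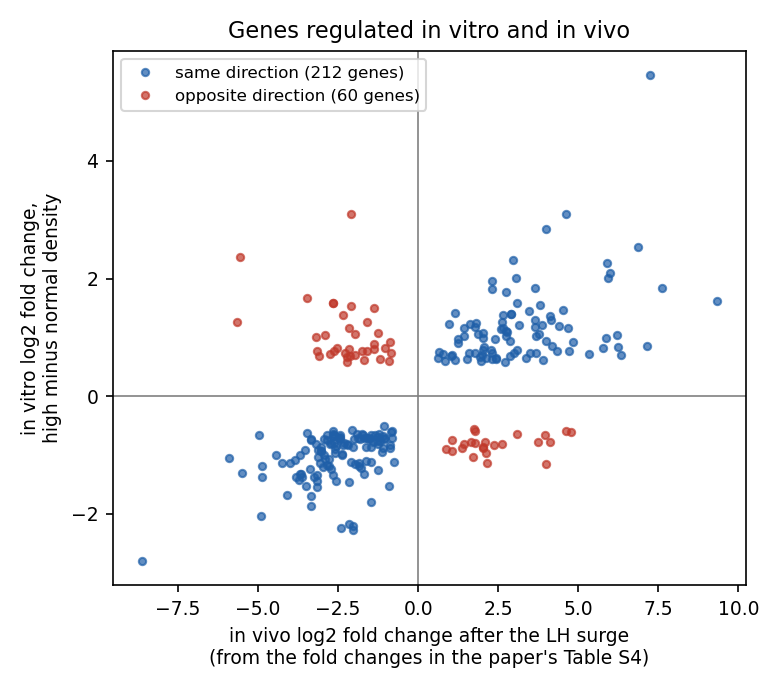
Log2 fold changes of the genes of Table S4, in vitro from the deposited signals (high minus normal density, vertical axis) against in vivo from the paper's fold changes after the LH surge (horizontal axis), 1 point per gene. Blue marks the 212 genes with the same direction and red the 60 genes with opposite directions.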

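ITPKA (transcript cluster 12691986) rose from 8.30 ± 0.10 to 9.40 ± 0.11 (SD, n = 3), a log2 fold change of 1.10 (standard error 0.09, limma's adjusted p = 2.18e-04). AHSG (12683283) had a signal of 4.14 ± 0.47 at normal density, below the background level, and of 9.60 ± 0.01 at high density. Its log2 fold change was 5.46 (standard error 0.21, limma's adjusted p = 1.50e-05), and it stayed between 5.19 and 5.60 with each culture left out.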

For nearly all genes shown in Table 4 a high and significant correlation between the in vivo and in vitro microarray study could be observed.

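Of the genes in Table 4, 16 are not listed in the tables before it, and all 16 were called in vitro, 10 up and 6 down, with fold changes between 1.52 and 4.25 in size. The largest log2 fold change was that of NDRG1 (transcript cluster 12721948), 2.09 (standard error 0.09, limma's adjusted p = 2.08e-05). The rise of WWC2 (12824282), a log2 fold change of 0.60 (standard error 0.08, limma's adjusted p = 0.00163), depended on single cultures. Its log2 fold change was 0.58 without normal density replicate 3 and 0.56 without high density replicate 3, and it was then not called. With each array shifted to the same median, WWC2 and SAT1 (12907723) were not called, with log2 fold changes of 0.56 and 0.57.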

**Table 3:** Comparison of qPCR and microarray data from GC cultured under high vs. normal density culture conditions

Gene symbol	Gene name	FC qRT-PCR	FC microarray	Correlation coefficient
*CYP19A1*	cytochrome P450, family 19, subfamily A, polypeptide 1, aromatase	−11.09	−7.02	0.99
*CYP11A1*	cytochrome P450, family 11, subfamily A, polypeptide 1	1.65	1.24^a^	0.98
*HSD3B1*	hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta	−2.43	−1.2^a^	0.98
*FSHR*	follicle stimulating hormone receptor	−5.97	−4.64	0.99
*LHCGR*	luteinizing hormone/choriogonadotropin receptor	−4.12	−2.35	0.98
*PTGS2*	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase)	1.09^a^	1.27^a^	0.78
*RGS2*	regulator of G-protein signaling 2	4.84	3.3	0.99
*VNN2*	vanin 2	7.75	5.88	0.99
*PTX3*	pentraxin 3, long	3.95	3.02	0.96
*PCNA*	proliferating cell nuclear antigen	−1.16^a^	−1.18^a^	0.83
*CCND2*	cyclin D2	−1.69	−1.37^a^	0.96

*FC* fold change, *qRT*-*PCR* was normalized to the reference gene *RPLP0*; microarray data was normalized with the RMA method; all correlations were significant with *P* < 0.05; genes labelled with ^a^were not classified as significant according to microarray analysis, because the FC did not reach the threshold of 1.5 or −1.5

**Fig. 3:**
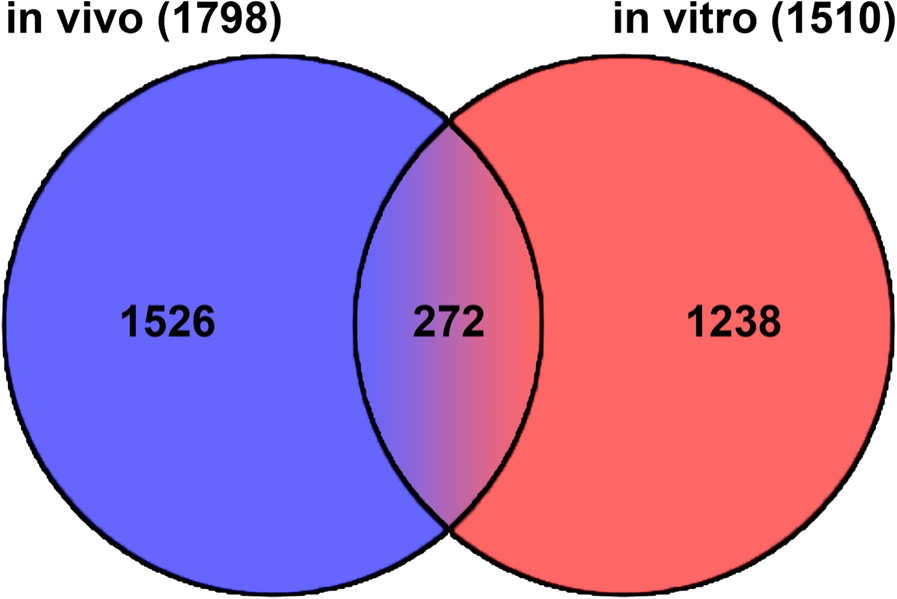
Numbers of genes regulated by high density in vitro and by LH in vivo. Total numbers of regulated genes are shown in brackets. In vivo data are derived from Christenson et al. [6]

**Table 4:** Comparison of microarray data from GC cultured under high vs. normal density conditions in vitro and before and after the pre-ovulatory LH surge in vivo

Gene symbol	Gene title	FC in vitro	FC in vivo	corr. *r*	*p*-value
*P4HA3*	prolyl 4-hydroxylase, alpha polypeptide III	1.7	75.8	0.997	0.00001
*ITGA4*	integrin, alpha 4 (antigen CD49D, alpha 4 subunit of VLA-4 receptor)	1.9	7.2	0.995	0.00004
*WWC2*	WW and C2 domain containing 2	1.5	3.9	0.995	0.00004
*TACC3*	transforming, acidic coiled-coil containing protein 3	−1.7	−5.4	0.995	0.00004
*ATAD2*	ATPase family, AAA domain containing 2	−1.8	−8.1	0.994	0.00005
*INHBA*	inhibin, beta A	−2.4	−29.5	0.994	0.00005
*CAPG*	capping protein (actin filament), gelsolin-like	1.7	7.3	0.994	0.00005
*LOC784007*	uncharacterized LOC784007; SLAM family member 9-like	−2.0	−21.8	0.993	0.00007
*ITPKA*	inositol-trisphosphate 3-kinase A	2.2	6.7	0.993	0.00007
*QSOX1*	quiescin Q6 sulfhydryl oxidase 1	1.6	5.4	0.992	0.00009
*NDRG1*	N-myc downstream regulated 1	4.3	63.8	0.992	0.00010
*SAT1*	spermidine/spermine N1-acetyltransferase 1	1.6	15.0	0.991	0.00013
*CDCA3*	cell division cycle associated 3	−1.6	−11.0	0.989	0.00017
*RGS2*	regulator of G-protein signaling 2, 24 kDa	3.3	194.0	0.989	0.00020
*HEG1*	HEG homolog 1 (zebrafish)	−2.1	−29.7	0.985	0.00035
*PTX3*	pentraxin 3, long	3.0	643.9	0.958	0.00257
*SRGN*	serglycin	−4.1	−29.9	0.924	0.00841
*ADAMTS1*	ADAM metallopeptidase with thrombospondin type 1 motif, 1	1.9	28.5	0.967	0.00166
*CYP19A1*	cytochrome P450, family 19, subfamily A, polypeptide 1	−7.0	−397.6	0.912	0.01140
*HSD11B1*	hydroxysteroid (11-beta) dehydrogenase 1	2.4	14.5	0.898	0.01493
*FSHR*	follicle stimulating hormone receptor	−4.6	−4.1	0.896	0.01555
*LHCGR*	luteinizing hormone/choriogonadotropin receptor	−2.4	−7.9	0.811	0.05005
*AHSG*	alpha-2-HS-glycoprotein	36.6	152.3	0.809	0.05110
*VNN2*	vanin 2	5.9	116.0	0.749	0.08659
*CDKN1C*	cyclin-dependent kinase inhibitor 1C (p57, Kip2)	9.6	24.4	0.718	0.10777

*FC* fold change; corr, correlation, calculated by Pearson Product Moment analysis

### Pathway analysis and upstream regulators

Potentially affected pathways under high density culture conditions were analysed using the IPA tool. The differentially expressed genes referred to 64 “Canonical Pathways” (Table 5 and Additional file 1: Table S5). “AMPK Signaling” (AMP-activated protein kinase) was highly affected including 30 differentially regulated genes. 

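All 30 genes that Table S5 lists for this pathway were called in the deposited signals, 21 up and 9 down. Their log2 fold changes were between −2.71 and 2.27, and for 9 genes the lower of the group means was at or below the background level. The calls of AK1, PRKAR2B, CHRNE and PIK3CD were lost when certain single cultures were left out, and 27 genes were called without normal density replicate 1 or without high density replicate 1 and 28 without high density replicate 3. No enrichment was computed, since the members of the pathway that were not changed are not listed.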

The z-score indicated an inactivation of this pathway. “cAMP-mediated signaling” was another pathway affected by high density culture conditions and was predicted to be activated (z-score 1.257). Thirty two differentially expressed genes could be connected to this pathway including the gonadotropin receptors *FSHR* and *LHCGR* (Additional file 1: Table S5). 

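Of the genes listed for this pathway 31 were called, 21 up and 10 down, with log2 fold changes between −2.21 and 2.00. The gene that was not called was GRK4, with a log2 fold change of −0.54 (standard error 0.09, limma's adjusted p = 0.00717), below the FC threshold. The lower of the group means was at or below the background level for 12 genes. For all of these except LTB4R, GRK4 and ADCY1, both group means were below it.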

The IPA tool also revealed a high number of upstream regulators, which could be involved in the altered gene expression profiles under high density culture conditions (Additional file 1: Table S6). Top regulators are *TGFB1* (transforming growth factor, beta 1), *VEGF* (vascular endothelial growth factor), *TP53* (tumor protein p53) and β-estradiol with 245, 103, 214 and 231 differentially regulated target genes, respectively. For these regulators (except *VEGF*) activation was predicted indicating a higher activity under the high density culture conditions. 

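TGFB1 (transcript cluster 12755803) had a signal of 6.88 ± 0.06 at normal density and 8.75 ± 0.12 at high density (SD, n = 3). The log2 fold change was 1.88 (standard error 0.08, limma's adjusted p = 2.17e-05), between 1.82 and 1.94 with each culture left out, and it was called each time.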

The predicted upstream regulator *TGFB1* was significantly up-regulated itself with a fold change of 3.7, thus clearly suggesting a substantial role of this growth factor during density associated alterations. The top cellular and molecular functions assigned by IPA included “cellular assembly and organization” thus highlighting increasing effects of cell-cell interactions under high density culture conditions (Table 6). This observation is also in accordance with the observation that genes involved in cell-cell or cell-matrix interactions were significantly regulated.

**Table 5:** Top 20 canonical pathways identified by IPA

Ingenuity canonical pathways	-log(*p*-value)	*p*-value	Ratio	z-score^a^	Number of affected molecules	Total number of molecules^b^
AMPK Signaling	4.00	0.0001	0.183	−0.471	30	164
Hepatic Fibrosis/Hepatic Stellate Cell Activation	3.76	0.0002	0.180		29	161
Acetate Conversion to Acetyl-CoA	3.55	0.0003	0.800		4	5
Ovarian Cancer Signaling	3.45	0.0004	0.190		23	121
cAMP-mediated signaling	3.25	0.0006	0.162	1.257	32	197
Mitotic Roles of Polo-Like Kinase	3.08	0.0008	0.236		13	55
Glioma Signaling	3.04	0.0009	0.198	0.258	18	91
Cell Cycle Control of Chromosomal Replication	2.87	0.0013	0.308		8	26
Xenobiotic Metabolism Signaling	2.79	0.0016	0.151		33	218
LXR/RXR Activation	2.69	0.0020	0.181	0.775	19	105
Calcium Signaling	2.62	0.0024	0.161	1.698	25	155
Eumelanin Biosynthesis	2.59	0.0026	0.750		3	4
FXR/RXR Activation	2.50	0.0032	0.174		19	109
ATM Signaling	2.50	0.0032	0.214	−1.265	12	56
Ethanol Degradation IV	2.46	0.0035	0.333		6	18
LPS/IL-1 Mediated Inhibition of RXR Function	2.45	0.0035	0.151	0.378	28	185
Glioma Invasiveness Signaling	2.43	0.0037	0.211	0.577	12	57
GADD45 Signaling	2.33	0.0047	0.316		6	19
Superpathway of Cholesterol Biosynthesis	2.31	0.0049	0.280		7	25
Oxidative Ethanol Degradation III	2.26	0.0055	0.357		5	14

^a^z-score reflects activation, if values are positive and inactivation, if values are negative

^b^Total number of molecules present on the Bovine Gene 1.0 ST Array that are assigned to specific canonical pathways by IPA

**Table 6:** Top 10 Molecular functions assigned by IPA

Category	*p*-value^a^	Number of molecules affected	Total number of molecules^b^
Cellular Growth and Proliferation	3.8E-20 - 8.8E-05	563	5452
Cell Death and Survival	2.47E-15 - 9.69E-05	483	4545
Cell Cycle	6.45E-15 - 7.83E-05	232	2255
Cellular Assembly and Organization	6.45E-15 - 7.34E-05	260	4244
DNA Replication, Recombination, and Repair	6.45E-15 - 8.49E-05	128	1979
Cellular Movement	1.01E-13 - 8.74E-05	331	3043
Cellular Development	3.58E-12 - 8.8E-05	528	5390
Lipid Metabolism	4.8E-12 - 7.98E-05	238	2105
Small Molecule Biochemistry	4.8E-12 - 7.98E-05	258	4000
Cell Morphology	4.52E-11 - 9.41E-05	376	4268

^a^ *P*-value range is according to different subcategories of the molecular functions assigned by IPA

^b^The total number of molecules present on the Bovine Gene 1.0 ST Array that are assigned to specific molecular functions by IPA

### Single cluster analysis

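With complete linkage of Euclidean distances, the called transcript clusters divided the arrays into the cultures of each density. The normal density cultures joined at a height of 9.08, the high density cultures at 13.6 and both groups at 54.5. Because these transcript clusters were selected for a difference between the densities, the same was computed over all transcript clusters. The division was the same, with heights of 32.4, 47.5 and 74.3.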

Hierarchical clustering of the microarray data revealed a very clear separation of individual samples collected from GC cultures under normal vs. high density conditions (Fig. 4). To obtain a more detailed insight into the functional importance of similarly regulated genes, one cluster was analysed with the IPA tool. The whole gene dendrogram was divided into 5 clusters (Fig. 4, *left panel*). In this analysis “cluster 1”, which included 104 genes (Additional file 1: Table S7), turned out to be the most interesting one including the three most down-regulated genes *TXNIP* (FC −79.5), *PAG11* (FC −15.47) and *ARRDC4* (FC −8.14) at the bottom of the heat map (Fig. 4, *right panel*). 

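All 104 transcript clusters of Table S7 were found among the deposited signals, and 102 of them were called, all but SLC25A1 and RNF11. In these signals 57 rose and 47 fell at high density, with log2 fold changes between −6.08 and 2.09. The called transcript clusters were divided into 5 groups by the methods' settings. The group that held most of Table S7 contained 99 of them and had 159 members, 86 up-regulated and 73 down-regulated. TXNIP, PAG11 and ARRDC4 formed a group of 3 on their own. The median signal of Table S7 was 9.30, and that of all called transcript clusters was 5.77. When each transcript cluster was centred on its own mean, so that the groups follow the change and not the signal, the group with most of Table S7 held 56. That group had 1016 members.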

One important upstream regulator identified by IPA was β-estradiol (Additional file 1: Table S8). Interestingly, no genes coding for key enzymes of steroid biosynthesis are clustered here. But still other commonly known genes involved in folliculogenesis can be found, e.g. the significantly up-regulated genes *OXT*, coding for oxytocin (FC 1.6) and *VEGFA*, coding for the vascular endothelial growth receptor A (FC 2.1) as well as down-regulated genes *INHBA* (inhibin beta A, FC −2.4) and FST (follistatin, FC −1.8).

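None of CYP11A1, HSD3B1, CYP19A1, STAR, CYP17A1, HSD17B1 and FDX1 is in Table S7. CYP19A1 and HSD17B1 were called, and both were placed in a group with lower signals, of which the highest mean signal was 6.42. HSD17B1 rose from 4.19 to 5.45, a log2 fold change of 1.26 (standard error 0.12, limma's adjusted p = 5.90e-04), with a normal density signal below the background level. STAR changed by −0.49 on the log2 scale (standard error 0.09, limma's adjusted p = 0.0105) and FDX1 by 0.34 (standard error 0.08, limma's adjusted p = 0.0229), both below the FC threshold. CYP17A1 was not called, with signals of 2.93 and 2.92, both below the background level.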

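VEGFA (transcript cluster 12801086) rose from 9.79 ± 0.11 to 10.87 ± 0.01 (SD, n = 3), a log2 fold change of 1.08 (standard error 0.08, limma's adjusted p = 1.55e-04). OXT (12717933) had a log2 fold change of 0.63 (standard error 0.08, limma's adjusted p = 0.00158), and without normal density replicate 3 it was 0.58 and not called. INHBA (12848966) fell from 10.21 ± 0.16 to 8.84 ± 0.07, a log2 fold change of −1.37 (standard error 0.10, limma's adjusted p = 1.36e-04). The log2 fold change of FST (12787048) was −0.82 (standard error 0.10, limma's adjusted p = 0.00130).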

**Fig. 4:**
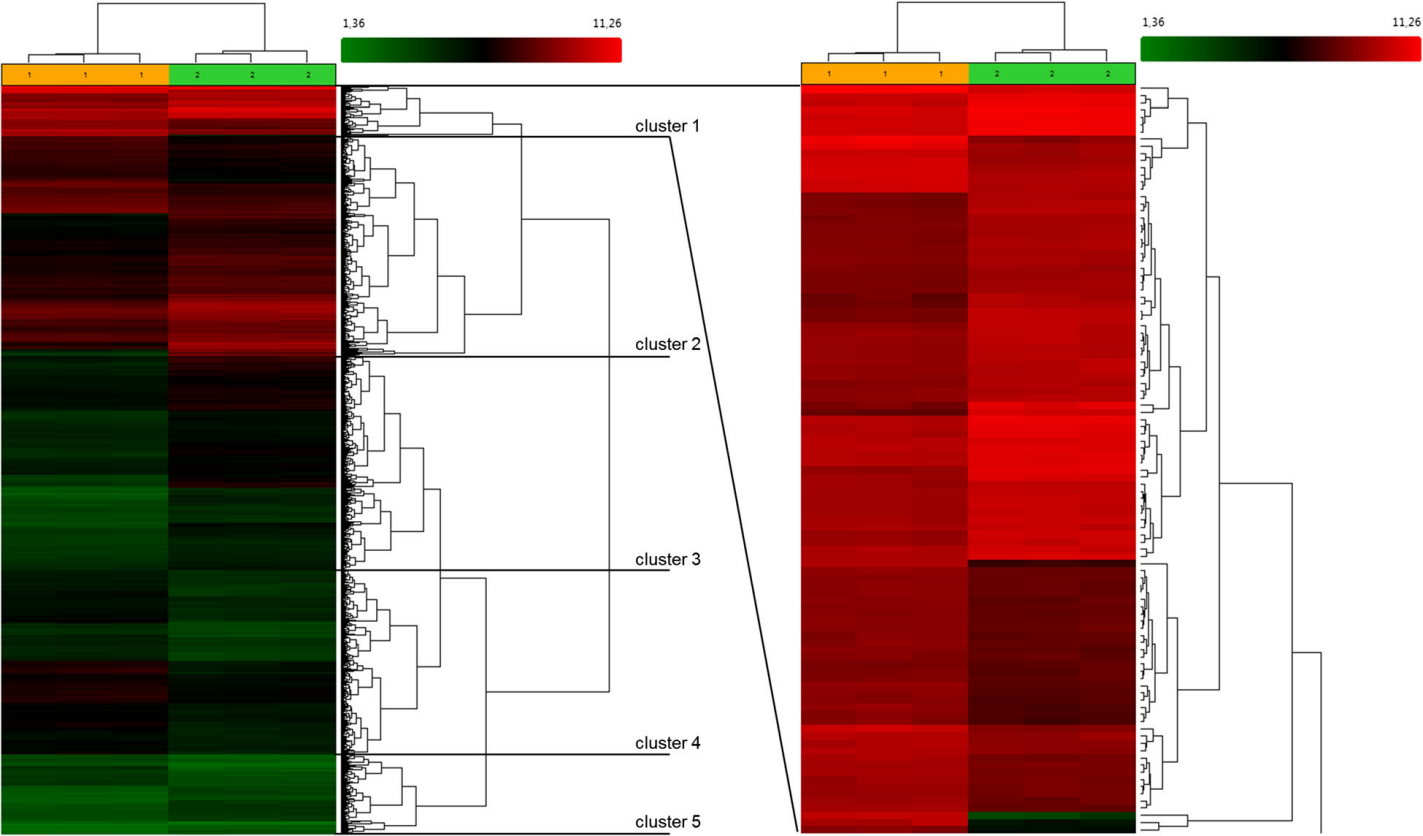
Hierarchical clustering and heatmap of regulated genes in high versus normal density GC culture. The different culture conditions are shown as orange and green above the heatmap reflecting the normal density culture and high density culture samples, respectively. The heatmap visualizes the signal for every gene in all 3 samples of each culture condition from lower hybridization signals (*green*) to higher signals (*red*)

## Discussion

### High plating density of cultured GC induces specific alterations of the gene expression profile

Principal component analysis as well as hierarchical clustering revealed a clear separation of samples cultured under normal compared to high density conditions. This clearly indicates that increasing cell plating density of bovine GC led to genome-wide and specific alterations of the gene expression profiles. On the other hand, however, it was also obvious that the samples cultured at high density showed greater variability among each other compared to those under normal culture conditions. So far we have no conclusive explanation for this observation, but nevertheless, the separation of samples under normal and high density culture conditions was assigned to the highest variance by PCA according to their respective expression profiles. This is in line with previous studies, which revealed a change of physiological and molecular properties of GC cultured at increased cell densities [3, 17]. This was further confirmed by the steroid hormone profiles of GC cultured at normal and high cell density. When GC were cultured at high cell density, the E2 concentration decreased, which is in accordance with the down-regulation of *CYP19A1* expression, coding for the key enzyme of estradiol synthesis. The concentration of P4 on the other hand tended to increase as it is known in vivo after the LH surge [24]. In previous studies, where effects of plating density have been reported in cultured bovine and ovine granulosa cells, the analyses were restricted to selected aspects as steroidogenesis and angiogenesis [25, 26]. To our knowledge our explorative study is the first one analysing effects of increased cell density using a whole genome approach in any cell type. The data can be used for further in depth studies on selected candidate genes with independently collected samples. Accurate a-priori-calculations of the required sample size are now possible on the basis of the now known effect sizes (= fold change) of individual genes.

Several of the regulated genes that could be identified in high density cultures had been also found in previous in vivo studies focusing on genes affected by the pre-ovulatory LH surge [4, 6, 11, 27]. 

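In the deposited signals 53.1% of the called transcript clusters were up-regulated and 46.9% down-regulated. The up-regulated share was the smaller one with median-centred arrays (46.0%), with array weights (48.8%) and without high density replicate 2 (47.7%). It was 57.3% with the methods' t-test, 57.9% with that test, Tukey's biweight and no transcript clusters lacking annotation, 62.6% with its Welch version and 69.8% with treat.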

All together nearly 58% of the genes, which were regulated by increasing the cell density in vitro were determined as up-regulated thus suggesting that increased density induced a differentiation process in GC with an intense activation of specific key genes. Among them we found inflammation-related genes, e.g. *VNN2*, *PTX3* and *ADAMTS1.* These genes have also been shown up-regulated in vivo by LH, thus suggesting a functional role during the folliculo-luteal transition. 

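ADAMTS1 (transcript cluster 12680034) had signals of 5.97 ± 0.11 at normal density and 6.89 ± 0.16 at high density (SD, n = 3). The log2 fold change was 0.92 (standard error 0.10, limma's adjusted p = 0.00100), between 0.85 and 1.00 with each culture left out.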

*PTX3* has been shown to be important in ECM remodelling within the follicle leading to infertility in *PTX3* ^*−/−*^ mice [28]. Interestingly, several genes which are involved in ECM modulation and structure were found affected in high density cultures. Keratins as well as lysyl oxidases were significantly up-regulated thus indicating involvement of cell to cell interactions. Remarkably, lysyl oxidases are also known to be connected to hypoxia [29–31]. Transcripts of *HIF1A*, however, have not been found elevated in our bovine GC culture model, in contrast to a recently published study using ovine cells [26]. 

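The signal of HIF1A (transcript cluster 12688075) was 11.24 ± 0.01 at normal density and 11.04 ± 0.04 at high density (SD, n = 3). Its log2 fold change of −0.21 (standard error 0.06, limma's adjusted p = 0.0611) passed neither the FDR nor the FC threshold, although the signals of the groups did not overlap.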

Possibly, this could be due to different culture models in particular regarding the selected duration of cell culture. In our study, cells were cultured for 9 days to enable re-initiation of *CYP19A1* expression and E2 production, whereas the ovine cells were analysed after 2 to 3 days in culture. Density induced regulation on the post-translational level due to hydroxylation of HIF1A, however, cannot be excluded. This mechanism has been shown in previous studies [32–34]. The up-regulation of other hypoxia-related genes (*HBA* and *EGLN3*), however, suggest that hypoxic conditions occur in GC cultures under high density conditions, presumably within the observed tight cell clusters described in Baufeld et al. [3]. Studies by others revealed that the induction of hypoxic factors is necessary for the ongoing differentiation process in the follicle [35, 36]. However, it is still unclear whether hypoxic conditions, in particular those presumably caused by increasing cell density in the GC layer of dominant follicles, are in fact essential signals during the folliculo-luteal transition in vivo [37].

Besides previously described marker genes of folliculogenesis, extensively down-regulated genes were *TXNIP* and *ARRDC4. TXNIP* has been described as a redox-sensitive signaling protein with a connection to the glucose metabolism [38]. A direct interaction between glucose and the thioredoxin-interacting protein has been described in liver and muscle cells, whereby low *TXNIP* levels can improve the glucose uptake [39, 40]. The resulting higher intracellular concentration of glucose could in turn lead to an increased expression and promotor activity of *TXNIP* [41]. Having this in mind, the massive down-regulation of *TXNIP* in GC cultured at high density suggests a higher uptake and consumption of glucose under high density conditions. This is in line with the observation of a higher glucose consumption of in vitro grown murine follicles after hCG administration [42]. For *ARRDC4* a similar function could be hypothesized, because *ARRDC4* and *TXNIP* belong to the same protein family of alpha-arrestin and have similar effects on glucose metabolism [43, 44]. Another highly regulated gene is *NRG1*, encoding neuregulin 1, which is a cell-cell signaling protein with at least 15 different isoforms resulting in a wide variety of biological functions during embryonic development and postnatally [45]. In the ovary, its regulation seems to be highly dynamic. Directly after hCG treatment *NRG1* expression was found induced [46, 47]. Another study showed a decreased expression of *NRG1* after 12 h [48]. We could identify a significant down-regulation of *NRG1* in high density GC cultures, which might mimic the long term LH effects. Interestingly, also the expression of *SRGN*, encoding the ECM proteoglycan serglycin, was found down-regulated under high density conditions thus resembling the LH-induced regulation of this ECM modulator during the late pre-ovulatory follicular phase [6, 49], where it may play a role for ECM modulation during the folliculo-luteal transition phase. Suggestively, a similar modulation of the ECM might be induced under high density conditions.

### Cell-cell communication pathways are affected in cultured GC under high density conditions

“AMPK Signaling” and “cAMP-mediated signaling” were identified as the top affected pathways, with the “AMPK signaling” predicted as inactivated under high density conditions. In a former study, LH-induced changes of AMPK phosphorylation have been shown in bovine luteal cells revealing an inactivation of AMPK by LH [50]. This is in line with our results thus suggesting that similar cell-cell interactions might be involved in the characteristic physiological and molecular alterations in cultured GC under high density conditions even in the absence of LH as a luteinizing agent. “cAMP-mediated signaling” could also be observed as highly influenced. The second messenger cAMP leads to an activation of different downstream targets. One of these targets could be identified as the protein kinase A (PKA) [51, 52]. Interestingly the PKA signaling cascade was described earlier to be involved in luteinization events in different species [53–55]. This is in accordance with the predicted activation of the cAMP-mediated signaling. Preliminary observations of our group, however, suggest that PKA signaling is not involved in the density induced alterations in vitro (unpublished data). Among the top upstream regulators identified by IPA was the transforming growth factor, *TGFB1*. The predicted activation is in good accordance with the observed up-regulation of this gene under high density conditions. A study in human granulosa cells demonstrated the inductive influence of *TGFB1* on cyclooxygenase-2 expression and prostaglandin E2 production [56], which is a reliable marker for approaching ovulation after the LH surge. *VEGF*, which is known to be influenced by *TGFB1* during angiogenesis [57], was identified as another main upstream regulator. Taken together the up-regulation of *TGFB1* and the identification of *VEGF* as another upstream regulator suggest that *TGFB1* initiates a phenotype in GC cultured at high cell density favouring angiogenesis, an essential prerequisite for luteinization. This is also supported by the observation that lysyl oxidases, which are important factors during angiogenesis [31, 58], are among the top up-regulated genes. Interestingly, in a recent study E2 was found to stimulate the expression of members of the lysyl oxidase family [59], having in mind that β-estradiol was identified as another upstream regulator. Lysyl oxidases are known to be responsible for the covalent crosslinking of collagen in the ECM [60, 61]. 

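LOXL1 (transcript cluster 12791675) rose from 4.83 ± 0.06 to 5.60 ± 0.09 (SD, n = 3), a log2 fold change of 0.77 (standard error 0.08, limma's adjusted p = 6.05e-04). Among LOX, LOXL1, LOXL2 and LOXL4 this was the smallest rise, and all of them were called with any single culture left out.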

In regard to the observed up-regulation of a number of these genes (*LOX*, *LOXL1*, *LOXL2* and *LOXL4*) in the present study, increasing substrate-cell crosslinking of the cultured bovine GC can be hypothesized under high density conditions. “Cellular assembly and organization” has been identified as one of the most affected functions. This is in accordance with the observed regulation of genes involved in cell-cell or cell-matrix interactions. We identified a considerable number of genes involved in ECM remodelling as up-regulated with partly very high fold changes > 3. Here we found the keratins *KRT8* and *KRT18* thus implicating that a higher amount of these anchoring proteins is needed under high density conditions. These proteins are known as primary keratins and often form the filamentous network in the cytoplasm of cells [62] and are synthesized constantly [63, 64]. Besides the keratins, *PTX3* is known to be involved in remodelling the ECM during ovulation by binding hyaluronan to form a stable matrix in the cumulus oophorus [65]. *PTX3* ^*−/−*^ mice show severe defects in female fertility albeit having normal fertilization rates that led to the hypothesis that defects occur during cumulus expansion [65, 66].

### Hierarchical cluster analysis revealed co-regulation of genes by β-estradiol as a major upstream regulator

Hierarchical cluster analysis was performed to identify groups/clusters of genes with similar regulatory characteristics and thus possibly upstream effectors. Most interestingly, β-estradiol was identified as the major upstream regulator of the genes included in “cluster 1”. Genes encoding key enzymes of steroidogenesis were not present within this cluster, however, other genes essentially involved in folliculogenesis could be detected, e.g. follistatin (*FST*), inhibin beta A (*INHBA*) or oxytocin (*OXT*). Oxytocin, which showed an up-regulation in high density GC culture, is known to have a wide variety of functions. This peptide hormone induces physiological as well as behavioural changes [67, 68]. Previously, *OXT* could be established as a marker for luteinization showing an up-regulation at the time of ovulation [69–71]. It was further suggested that the peptide oxytocin influences steroidogenesis as a potent luteotropic factor in the corpus luteum [72, 73]. Interestingly, the hypothesis of cell-cell interactions is also discussed in connection with the up-regulation of progesterone by oxytocin [71]. The angiogenic gene *VEGFA* could also be identified within this cluster indicating a regulation by β-estradiol in general but also highlighting angiogenesis.

### In vitro high density conditions and the pre-ovulatory LH surge show similar effects on key genes of the folliculo-luteal transition

The microarray dataset could be largely validated by qPCR measurements of selected genes. In particular *CYP19A1*, *FSHR*, *RGS2* and *VNN2*, which have been previously suggested as marker genes for early luteinization [3, 4, 6–8, 74], showed a highly significant correlation comparing qPCR and microarray data. The analysis of effects of the pre-ovulatory LH-surge on antral granulosa cells revealed the regulation of 2741 genes [6]. The comparison between data of the present study and of this in vivo study revealed an interesting accordance of regulated genes. Both studies identified a common set of regulated genes, even though with partially huge differences in fold change values. This observation suggests that this specific set of genes might be also indirectly affected in vivo during the folliculo-luteal transition by increasing cell-cell interactions in the wake of the pre-ovulatory LH surge. Besides the formerly described highly affected genes *CYP19A1*, *FSHR*, *RGS2* or *VNN2* [3, 6, 8, 74, 75], also other interesting density as well as LH affected genes could be identified. Within this list there are genes, which have not yet been described as luteinization-associated markers in GC as *ITPKA* and *SRGN*, coding for the inositol-triphosphate 3-kinase A and serglycin. Serglycin acts as a regulator for proteolytic enzymes within the ECM further supporting the view that increasing density conditions in vitro reflect certain aspects of the LH-induced changes in vivo. ECM modifications within the pre-ovulatory follicle are certainly important processes during the folliculo-luteal transition [65]. Obviously, high density conditions in vitro and the LH surge in vivo exert similar signals on the granulosa cells thus suggesting that high density conditions in vitro drive the cultured cells towards a post LH stage of differentiation or early stage of luteinization, which is in line with our previous study [3]. However, part of these genes did not show the same direction of change. It is obvious that the high density granulosa cell culture model can mimic the LH surge induced transformations during folliculo-luteal transition phase only in parts. But nevertheless, the induced physiological alterations [3] and changes of the gene expression profiles clearly suggest that bovine granulosa cells cultured at different plating densities is an appropriate model to mimic certain aspects of the folliculo-luteal transition. This also raises the question, if the LH-induced transformation processes observed in vivo might be partly ascribed to indirect effects like enhanced cell-cell interactions by increasing cell density.

## Conclusions

During the present study effects of increased cell density were analysed for the first time by whole genome transcription profiling. The data revealed remarkable alterations of the gene expression profiles in GC under high density culture conditions favouring ECM remodelling and early angiogenesis. A subset of the affected genes has been previously identified in vivo as LH-regulated during the folliculo-luteal transition thus suggesting that increasing cell density can partially mimic processes of early GC luteinization even in the absence of LH. This is also supported by steroid hormone data showing reduced E2, but increased P4 production. Accordingly, we hypothesize that the fundamental alterations of gene expression profiles during the folliculo-luteal transition might not only be directly induced by LH, but in a subset of genes also indirectly by altered cell-cell interactions.

## Additional file

Additional file 1: The datasheets were named **Table S1**–**Table S8** containing additional information about the mRNA microarray analysis and subsequent Ingenuity Pathway Analysis. They are explicitly referenced within the text.

## Abbreviations

*ADAMTS1*: A disintegrin and metalloproteinase with thrombospondin motifs 1
*AHSG*: Alpha-2-HS-glycoprotein
AMPK: AMP-activated protein kinase
*ARRDC4*: Arrestin domain containing 4
*B2M*: Beta-2-microglobulin
*BCL2*/*3*: B-cell lymphoma 2/3
BSA: Bovine serum albumin
cAMP: Cyclic AMP
*CASP4*/*8*: Caspase 4/8
*CCND2*: Cyclin D2
CL: Corpus luteum
*CYP11A1*: Cholesterol side-chain cleavage enzyme
*CYP19A1*: Aromatase
E2: Estradiol
ECM: Extracellular matrix
*EGLN3*: Hypoxia-inducible factor 3 of the egl-9 family
FC: Fold change
FDR: False discovery rate
FSH: Follicle stimulating hormone
*FSHR*: FSH receptor
*FST*: Follistatin
GC: Granulosa cells
*HBA*: Hemoglobin alpha 2
hCG: Human choriogonadotropin
*HIF1A*: Hypoxia-inducible factor 1-alpha
*HSD3B1*: Hydroxy-delta-5-steroid dehydrogenase
IGF-1: Insulin-like growth factor 1
*INHA*: Inhibin A
*INHBA*: Inhibin beta A
IPA: Ingenuity Pathway Analysis
*ITPKA*: Inositol-triphosphate 3-kinase A
*KRT8*/*18*: Keratin 8/18
LH: Luteinizing hormone
*LHCGR*: LH/choriogonadotropin receptor
*LOX*: Lysyl oxidase
*LOXL*: Lysyl oxidase like
LSC: Liquid scintillation counter
MEM: Minimal essential media
*NRG1*: neuregulin 1
*OXT*: Oxytocin
P4: Progesterone
*PAG11*: Pregnancy-associated glycoprotein 11
PBS: Phosphate buffered saline
PCA: Principal component analysis
*PCNA*: Proliferation cell nuclear antigen
PKA: Proteinkinase A
*PTGS2*: Prostaglandin-endoperoxidase synthase 2
*PTX3*: Pentraxin 3
qPCR: quantitative PCR
*RGS2*: Regulator of G protein signaling 2
RIA: Radioimmunoassay
RMA: Robust Multichip Average
*RPLP0*: Ribosomal protein, large subunit P0
*RPS18*: Ribosomal protein S18
*SRGN*: Serglycin
TAC: Transcriptome Analysis Console
*TGFB1*: Transforming growth factor beta 1
*TP53*: Tumor protein 53
*TXNIP*: Thioredoxin interacting protein
*VEGF(A)*: Vascular endothelial growth factor (A)
*VNN2*: Vanin 2
*XDH*: Xanthine dehydrogenase

How the deposited data were processed for this re-analysis (not part of the article)

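The data are array measurements of RNA from 6 cultures of bovine GC, 3 plated at normal density and 3 at high density, on the Bovine Gene 1.0 ST Array. The authors processed the scanned arrays in Expression Console with the RMA procedure, and the deposited table holds the resulting log2 signals per transcript cluster and culture, already background corrected, normalized and summarized. No further normalization was applied to these log2 signals. The table was read whole, with 26773 transcript clusters including 82 reporter control rows, and it holds 0 columns of other samples. Gene symbols, mRNA accessions and transcript cluster numbers are those of the table. Where a symbol has several transcript clusters, the number given in the paper's tables was used.

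Differences between high and normal density were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a single prior variance, no covariates), with Benjamini-Hochberg adjustment over all transcript clusters. The thresholds were those of the methods, an FC above 1.5 in size and a p-value and FDR below 0.05. Group signals are means of the log2 values of 3 cultures with their SD, and a fold change is the difference of these means. The background level is the 95th percentile of the log2 signals of the reporter control rows, taken over all 6 arrays. The number of arrays limits the precision, and signals near the background level limit the fold changes. The smallest p of an exact permutation test between the groups is 0.1.

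The principal component analysis used centred, unscaled log2 signals. Distances between cultures are Euclidean. The called transcript clusters were clustered with Euclidean distance and complete linkage, as the methods state, and divided into 5 groups. The genes of Tables S4, S5 and S7 were matched by transcript cluster number or symbol. The in vivo values in Table S4 come from another study and are the paper's. The copy of Table S3 used here has 1574 rows, 1 fewer than the paper counts. Its rows were compared in value and in whether they were called here, and no overlap with it was tested. Genes named in the text are taken from those the paper names for the array experiment and from the 5 largest rises and 5 largest falls among called transcript clusters with non-overlapping groups, and at most 2 rises and 2 falls of transcript clusters without a name. Other genes named fall outside this rule and were chosen after their values were seen. They are HBB, STAR, CYP17A1, HSD17B1, FDX1, single genes of Tables S4, S5 and S7, of the marker and target gene lists, and those with large changes that Tables 1 and 2 do not list.

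Before the data were examined, the main settings and the alternatives were fixed. The alternatives were the methods' t-test (the analysis of variance for 2 groups) and its Welch version, eBayes with a trend and robust variances, array weights, the replicate number as a block, median centring, a second quantile normalization, a filter on low signals, limma's treat, an FDR threshold of 0.01, counting identical transcript clusters as 1, and leaving out each culture in turn. For the other results they were other scalings, linkages and measures of spread. Fold changes from Tukey's biweight (tuning constant 5), the removal of transcript clusters without annotation and a filter at the background level were added after the data were seen.

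Lists of marker genes of red blood cells, endothelial cells, leukocytes and surface epithelium were written from general knowledge. For these, called transcript clusters and signals above the background level were counted, and camera and fry were not run. Lists of HIF target, ATF4 target, glycolysis, sterol synthesis and cell cycle genes, also from general knowledge, were tested with limma's camera and fry. The scripts for the tests were tested on simulated data with 26773 transcript clusters of which 200 were changed, in 3 arrays per group. limma recovered 95.5% of these with 6 false calls, the methods' t-test 63.5% with 0 and its Welch version 35.0% with 0. The simulated variances followed limma's fitted model and were equal in both groups, a setting that favours limma. When no transcript cluster was changed, limma called 0. The figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The qPCR measurements, the hormone concentrations, the arrays of the in vivo study and the pathway and upstream regulator scores were not analysed here.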

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

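The tests in this part were chosen before their results were seen.

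The paper's text discusses named genes, whereas 215 of the called transcript clusters have neither a symbol nor an mRNA accession in the deposited table. Of these, 121 had a group mean above the background level of 4.62, which is a signal in data outside the genes the paper discusses. Among the 215, 66 rose and 149 fell at high density. The largest of these changes with a signal above the background were the falls of transcript clusters 12914277, from 7.90 to 5.80 (log2 fold change −2.09, standard error 0.16, limma's adjusted p = 1.97e-04), and 12906395, from 5.55 to 3.77 (log2 fold change −1.79, standard error 0.35, limma's adjusted p = 0.0117), and the rises of 12911099, from 5.86 to 7.66 (log2 fold change 1.79, standard error 0.12, limma's adjusted p = 1.08e-04), and 12915201, from 8.18 to 9.56 (log2 fold change 1.38, standard error 0.07, limma's adjusted p = 3.77e-05). For each of these the 3 high density cultures lay on one side of the 3 normal density cultures. The share of called transcript clusters was 4.06% among the 5300 without annotation and 8.34% among the others.

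Low signals near the reporter control rows account for at most 94 of the 215, since the others had a group mean above that level. Copies of annotated transcript clusters account for 3, which shared all 6 signals with an annotated one. Among the 215, 5 repeated all 6 signals of another one of the 215, not counting the first of each set. What stays open is which transcripts these probes bind, including sequence shared with annotated genes, since the deposited table pairs them with no transcript. A difference between the plating densities may lie behind the 121, but no biological explanation was tested for them beyond the comparison of the densities.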

How the results depend on the processing

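The settings with Tukey's biweight, without transcript clusters lacking annotation and above the background level were chosen after the data were seen, and the others were planned.

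The number of called transcript clusters, 2005, was within 1.5 times under 20 of 22 alternatives. The Welch version of the methods' t-test called 838 (525 up, 313 down), all among the 2005, and treat called 529 (369 up, 160 down), also all among them. On simulated data the Welch version recovered 35.0% of the changed transcript clusters where limma recovered 95.5%. That simulation drew its variances from limma's fitted model, equal in both groups. It therefore does not show how the tests compare where high density cultures spread more (ratio of the median SDs 1.54). Treat tests a stricter question by its construction. The methods' t-test called 1611 (923 up, 688 down), all of them also called by limma. With trend and robust variances the number was 2031, with a second quantile normalization 1994, with the low-signal filter 1767, with the FDR threshold of 0.01 1751, and with identical transcript clusters counted as 1 it was 1995. The range over the cultures left out was 1848 to 2434 for all, 1011 to 1160 for up-regulated and 833 to 1274 for down-regulated transcript clusters, with 1868 of the 2434 calls shared with the 2005. The highest values came without high density replicate 2, to which limma gave an array weight of 0.29, against 0.82 to 1.66 for the others.

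The direction with more calls was not stable. Rises were more frequent with 1064 against 941, but less frequent with median-centred arrays (955 against 1119, 2074 in all), array weights (1128 against 1183, 2311 in all) and without high density replicate 2 (1160 against 1274). The cause was not tested. Rises of at least 3-fold numbered 125 to 158 and falls of at least 3-fold 28 to 59 over all alternatives, and 148 to 158 and 37 to 59 with a culture left out, so rises were more frequent among large changes throughout.

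The shares of variance moved with the transcript clusters and the scaling used. The low-signal filter gave 82.1% on the first component, 9.97% on the second and 95.1% on the first 3, and scaling to unit variance gave 44.1%, 22.0% and 78.6%. The cause was not tested. Median centring gave 67.4%, 13.6% and 88.2%. The ratio of the spreads was above 1 in all settings, 1.77 with the low-signal filter, 1.54 from the median SD, and 1.11 to 1.49 with a culture left out, the lowest without high density replicate 2. The largest group for Table S7 held 56 of its transcript clusters, among 1016 members, when each transcript cluster was centred on its own mean. That setting removes the signal level by its construction. Under the other alternatives the largest group held 69 to 99. Its size was 89 with average linkage, 312 with Ward's linkage, 347 with median-centred arrays and 517 with the calls of the methods' t-test.

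The count of 60 genes with opposite directions was the same under median centring and with each culture left out. The methods' t-test and the block use the same group means and cannot move it. The count was 46 for in vivo fold changes of at least 3, where fewer genes were used. The pathway counts were 27 to 30 for AMPK Signaling and 30 to 31 for cAMP-mediated signaling. Of 836 values of 76 named genes under alternatives, none reversed and 831 kept their call, with all thresholds taken together. The other 5 were those of WWC2 with median-centred arrays and without normal density replicate 3 or high density replicate 3, SAT1 with median-centred arrays and OXT without normal density replicate 3. The adjusted p alone changed its side of the FDR threshold in 20 values of 5 genes, with 0 changes of call, since these fold changes stayed below the FC threshold. CYP11A1 (up to 0.106) and HSD3B1 (up to 0.0940) no longer passed with the block and without any one culture other than high density replicate 2, and CYP11A1 did not with median-centred arrays (0.0589). HIF1A passed under the methods' t-test (0.0146), with array weights (0.0218), with median-centred arrays (0.0458) and without high density replicate 2 (0.0301). PCNA passed with array weights (0.0322) and without high density replicate 2 (0.0241), and PTGS2 with the block (0.0463).

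With the replicate number as a block, 2020 transcript clusters were called (1066 up, 954 down), 1977 of them among the 2005. The correlations of the deviations of cultures with the same number were 0.05, −0.05 and −0.04 across all transcript clusters. They were 0.09, −0.23 and −0.16 across the 12148 with both group means above the background level, where 13.1% had the same order of replicates in both groups, against 16.7% expected without pairing. This check was chosen after the results were seen. The values gave no sign that the numbers pair the cultures, although the order agrees in single genes.

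Among the added settings, fold changes from Tukey's biweight gave 2061 calls, the methods' t-test with them 1611 (921 up, 690 down), the same without transcript clusters lacking annotation 1571 (909 up, 662 down), limma without transcript clusters lacking annotation and reporter control rows 1801, and limma above the background level 1695. The signal over the background limits the results as well. In 702 of the called transcript clusters the lower group mean was at or below the background level, 370 of them up-regulated and 332 down-regulated, and in 330 both means were.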

Differences from the paper's values

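The comparison with Tukey's biweight in this part was chosen after the values were seen, and so was the tally of Tables 1 and 2.

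All 73 fold changes that the paper gives for named genes had the same direction in the deposited signals, and 68 lay within the replicate SD on the log2 scale. No count or percentage differed by more than 1.5 times. The other 5 fold changes are given with the 11 alternatives set before the data were examined that were run for single genes.

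For LOC512293 the paper's fold change is −5.49 and that from the group means is −4.21. The values with array weights (−4.61), with median-centred arrays (−4.34), without normal density replicate 1 (−4.77) and without high density replicate 2 (−4.90) lie within the replicate SD of the paper's, and the other alternatives do not. Tukey's biweight, chosen after the values were seen, gives −5.49.

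For CYP11A1 the paper's fold change is 1.24 and that from the group means is 1.19, and no alternative lies within the replicate SD of the paper's. Tukey's biweight, chosen after the values were seen, gives 1.20, which does not reach it either.

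For SAT1 the paper's fold change is 1.6 and the value here is 1.53. It is 1.56 without normal density replicate 1, the only alternative within the replicate SD. For CDCA3 the paper's fold change is −1.6 and the value here is −1.54. It lies within the replicate SD with median-centred arrays (−1.58) and without high density replicate 1 (−1.56), and not under the other alternatives. For HSD11B1 the paper's fold change is 2.4 and the value here is 2.31. It lies within the replicate SD with a second quantile normalization (2.36) and without high density replicate 1 (2.36), and not under the others. Tukey's biweight, chosen after the values were seen, gives 1.57, −1.58 and 2.36, which round to the paper's values at the decimals it gives.

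Of the 1574 rows of Table S3 read here, limma with the group means does not call 67 and the methods' t-test does not call 91. With Tukey's biweight as the fold change, chosen after the values were seen, limma drops 0 of them and the methods' t-test 28, and limma then calls 2061 transcript clusters in all. The paper does not state over how many transcript clusters its adjustment ran, and here it ran over all 26773. The counts of the methods' t-test depend on this number. Among the genes the paper lists, CDKN2C, NKIRAS2, PTGFRN, RNF11, GRK4 and SLC25A1 are not called by limma with the group means, nor under the methods' t-test or the block, and are called with Tukey's biweight. Without high density replicate 2, CDKN2C, PTGFRN, RNF11 and SLC25A1 are called, and GRK4 without high density replicate 1. CDKN2C and NKIRAS2 are called with median-centred arrays and without normal density replicate 1, CDKN2C, PTGFRN and SLC25A1 with array weights, and PTGFRN with a second quantile normalization and without normal density replicate 2. Under the other alternatives run for single genes they are not called.

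Table 1 lists the genes with the strongest falls and Table 2 those with the strongest rises. By the group means, 16 of the 20 genes of Table 1 are among the 20 largest falls and 18 of the 20 genes of Table 2 among the 20 largest rises. The falls not listed are CYP2C87 (fold change −4.50), the transcript cluster 12914277 without a name (−4.26), ARHGAP11A (−4.12) and CENPA (−3.95), against −3.94 for SST, −3.87 for KCNAB1, −3.77 for RASL11B and −3.76 for ANO3, which are listed. The rises not listed are ST8SIA4 (7.36) and SEMA5A (7.13), against 7.03 for CLDN5 and 6.41 for LOX, which are listed. With Tukey's biweight, chosen after the values were seen, 17 and 20 are among the largest.

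The paper places TXNIP, PAG11 and ARRDC4 in its cluster 1. In the deposited signals these genes formed a group of 3 on their own, and in none of the 5 alternative clusterings were they in the group with most of Table S7.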

Other observations

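The tests of red blood cell genes, of mixed RNA, of the signal level behind the gene groups, of Tukey's biweight, of HIF and ATF4 target genes, of the scaling of the arrays, of stress genes in vivo, of the room to fall and of noise behind the place of high density replicate 2 were chosen after the results were seen, and the others before.

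Regrouping 3 arrays against 3 is too small to exclude chance on its own for the 2005 called transcript clusters, since it gives 10 splits. Of these, 1, the real one, gave as many calls. Each of the 9 other splits gave 0 calls with limma and 0 with the methods' t-test, and between 41 and 164 transcript clusters at unadjusted p-value and FC thresholds, against 2120 in the real split. These other splits mix the densities within their groups, which widens the spread within groups. Low counts were therefore likely in advance, and they are no baseline for data without a density difference.

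High density replicate 2 lay nearer to the normal density cultures than the other high density cultures. Mixed-in normal density RNA would shift strongly fallen transcript clusters further than moderately fallen ones. The 952 moderately fallen ones would need a mixed fraction of 0.232, which predicts a median log2 shift of 0.68 for the 51 strongly fallen ones. Their shift was 0.26 (95% interval 0.16 to 0.40), which argues against mixing as the whole cause. Noise of this array would add to its distance from every other array, but its distances to the normal density cultures, 63.1 to 65.0, all lay below those of the other high density cultures, 67.8 to 74.3 (0.96 for the largest of the former over the smallest of the latter). This argues against noise as the cause of the nearness. High density replicate 2 also lay apart from the other high density cultures, and for part of that noise is a candidate explanation. The reporter control rows deviated 1.37 times as much on it as on the other arrays (95% interval 1.23 to 1.67), the other transcript clusters together 1.52 times as much, which lies inside that interval, and those above the background level 2.05 times as much, which lies above it. The reporter control rows have low signals, so they do not measure noise at higher signals. A biological difference of this culture stays open and was not tested.

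HBA rose at high density, and red blood cells may carry it over. Of 13 other red blood cell genes, 1 was called up (HBM, 3.07 to 4.00, below the background level), and HBB, abundant in such cells, stayed at 3.39, below the background level, while HBA reached 9.37. The highest signal in the list at high density was that of HBQ1, 5.47, against 5.32 at normal density. Of 17 endothelial transcript clusters, 1 was called up (CLEC14A, 2.21 to 2.86), and the highest signal, of VWF, was 5.70 against 5.39. Of 18 leukocyte genes limma called 0 up and the methods' t-test 0, with 1 rising at an unadjusted p below 0.05, and the highest signal, of CD14, was 4.32. Of 14 surface epithelial genes, 1 was called up (UPK1B, 9.46 to 10.08), a gene that was already expressed at normal density. At normal density 1 red blood cell, 4 endothelial, 0 leukocyte and 4 epithelial transcript clusters were above the background level. These values argue against such cells as the source of the rises of HBA, CLDN5, IL33, inflammation-related genes, KRT8 and KRT18. That the GC themselves raised these genes stays open and was not tested.

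The paper's cluster 1 holds rising and falling genes. Clustering of unscaled signals may follow the signal level, and the 5 groups accounted for 87.6% of the variance of the mean signal and for 5.13% of that of the log2 fold change. When each transcript cluster was centred on its own mean the groups accounted for 1.44% and 88.9%. These values are consistent with groups formed by signal level, and membership in one group then does not show a similar change.

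The coefficients of Table S4 may lie near 1 because the cultures form 2 separate groups. Of 10000 pairs of called transcript clusters whose cultures were shuffled within each density, 92.15% reached a coefficient of at least 0.81 in size, the 0.05 level for 6 arrays. Both members of these pairs were measured in vitro and chosen for a density difference, which fixes a high coefficient in advance. The coefficients of Table S4 pair the in vitro arrays with in vivo arrays, which were not analysed here. The test therefore decides nothing for Table S4. The in vivo arrays come from another study, and the paper names no match of single cultures to in vivo samples. Without such a match a coefficient carries no information on single cultures beyond the difference between the groups.

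The shared direction of in vitro and in vivo changes may rest on cell cycle genes. All 62 cell cycle genes of Table S4 fell in both. Without them the directions were still related (two-sided Fisher's exact test over 210 genes, p = 2.54e-09), which argues against cell cycle genes as the whole of it, and the share with opposite directions was 28.6%. Stress response genes that rise in culture alone are a candidate explanation for rises in vitro with falls in vivo. Of 36 such genes 4 are in the HIF or ATF4 target lists (ALDOC, DDIT4, ERO1L and CHAC1), against 2 of 93 genes that rose in both (two-sided Fisher's exact test, p = 0.0508). These genes are too few to decide.

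Rises of at least 3-fold were 3.55 times as frequent as falls of that size. The background of the array could limit falls. Among 10376 transcript clusters whose mean over both groups was high enough for the lower group of a 3-fold change to stay above the background level, the ratio was 4.13 (99 rises and 24 falls). Among 8120 whose normal density mean was at least 3-fold above that level, it was 0.96 (25 rises and 26 falls). A filter on the mean of 1 density favours 1 direction, and on the high density mean the ratio was 28.3 (113 rises and 4 falls). The filter on both groups treats the directions alike, but 74 of its 99 rises started from a normal density mean without room for a 3-fold fall. No filter here separates the room to fall from the direction of the change, so the background stays open as a cause.

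Several gene lists moved as sets. Tables S5 and S6 of the paper name some of these themes, such as mitotic kinase and cholesterol pathways and HIF1A and ATF4 as upstream regulators. Of 143 transcript clusters of cell cycle genes, with equal signals counted as 1, 99 were called down and 0 up, with 0 rising at an unadjusted p below 0.05 and 0 called up by the methods' t-test, and the median log2 fold change was −0.80. The medians were 0.69 for 40 transcript clusters of HIF target genes (39 rising, 22 called), 0.89 for 34 of ATF4 target genes (34 rising, 20 called), 0.50 for 22 of sterol synthesis genes (22 rising, 9 called) and 0.21 for 18 of glycolysis genes (16 rising, 5 called). Without the genes the paper names, the medians were 0.53 for HIF targets (35 transcript clusters) and 0.89 for ATF4 targets (33 transcript clusters). Camera's adjusted p with its preset correlation over 11 tests was 4.64e-44 for cell cycle, 5.27e-22 for HIF targets, 2.11e-21 for ATF4 targets, 7.65e-13 for sterol synthesis and 6.67e-06 for glycolysis. All hold under fry, where the largest adjusted p of these was 3.75e-04. With an estimated correlation the glycolysis list did not pass, with an adjusted p of 0.116, and the others had values of 0.0255 to 0.0404. In each list the mean of all 3 high density cultures lay beyond every normal density culture. The HIF targets share 10 genes with the glycolysis list and 2 with the ATF4 list.

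Another scaling of the arrays would have to remove these shifts to be their cause. Among the cell cycle, HIF, ATF4 and sterol lists, the smallest median in size was 0.46 under median centring. It was 0.48 under a second quantile normalization, and both values were for sterol synthesis. The signs were unchanged, which argues against a remaining difference in level between the arrays as the cause for these lists. Both settings start from signals already normalized between arrays and could move the medians only a little. The authors' normalization itself was therefore not tested. The glycolysis list was not part of this check, and its median was 0.16 under median centring, against 0.21. A hypoxia response may lie behind the rise of the HIF targets (median 0.53 without the genes the paper names), an amino acid stress response behind that of the ATF4 targets (0.89), a raised glucose use behind that of glycolysis genes (0.21) with the fall of TXNIP and ARRDC4, and a demand for sterols behind that of the sterol synthesis genes (0.50), where CYP19A1 fell and LPL rose. These are hypotheses found and tested on the same arrays. A shortage of nutrients or oxygen at the higher cell number and a differentiation of the GC stay open, and the design does not separate them.

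The fold changes of Table S3 differ from the ratios of the group means by more than the replicate SD in 87 of the 1574 rows read here. Tukey's biweight as the group summary gave both group signals within 0.005 for 1574 rows, and the group means did so for 122. The values are consistent with Tukey's biweight behind the table's fold changes. The largest effect on a log2 fold change was 0.39, and 238 rows moved by more than 0.1.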
